# Apelin receptor inhibition in ischemia-reperfused mouse hearts protected by endogenous n-3 polyunsaturated fatty acids

**DOI:** 10.3389/fphar.2023.1145413

**Published:** 2023-10-24

**Authors:** Shuang Zheng, Weijiang Tan, Xiang Li, Lijing Wang, Caiyi Zhu, W. Glen Pyle, Jianxin Chen, Jian Wu, Xuecong Ren, Honghua Chen, Yunzeng Zou, Peter H. Backx, Feng Hua Yang

**Keywords:** n-3 PUFA, IR injury, cardioprotection, APLNR, intracellular phosphorylation signaling

## Abstract

**Background:** While the protective effects of n-3 polyunsaturated fatty acids (PUFAs) on cardiac ischemia-reperfusion (IR) injury have been previously reported, limited data are available regarding how these fatty acids affect membrane receptors and their downstream signaling following IR injury. We aimed to identify potential receptors activated by n-3 PUFAs in IR hearts to understand the regulatory mechanisms of these receptors.

**Methods:** We used *fat-1* mice, which naturally have elevated levels of n-3 PUFAs, and C57BL/6J mice as a control group to create a myocardial IR injury model through Langendorff perfusion. We assessed the impact of endogenous n-3 PUFAs on left ventricular function, myocardial infarct size, myocardial apoptosis, and ATP production. RNA sequencing (RNA-seq) and bioinformatics analysis were conducted to identify molecular targets affected by n-3 PUFAs. Based on these analyses we then treated IR hearts of WT and *fat-1* mice with an antagonist (ML221) or an agonist (apelin-13) for the predicted receptor to assess cardiac contractile function and intracellular signaling pathways. An *in vitro* hypoxia-reoxygenation (HR) model was also used to confirm the effects of n-3 PUFAs on the examined intracellular signaling pathways.

**Results:** Endogenous n-3 PUFAs protected cardiac structure and function in post-IR hearts, and modulated phosphorylation patterns in the PI3K-AKT-mTOR signaling pathways. RNA-seq analysis revealed that n-3 PUFAs affected multiple biological processes as well as levels of the apelin receptor (APLNR). Consistent with a role for the PLNNR, ML221 synchronized the activation of the PI3K-AKT-mTOR signaling axis, suppressed the expression of PKCδ and phosphorylated p38α, upregulated PKCε expression, upregulated or restored the phosphorylation of myofilaments, and prevented myocardial injury and contractile dysfunction in WT IR hearts. By contrast, apelin-13 disrupted the PI3K-AKT-mTOR signaling axis in post-IR *fat-1* hearts. The phosphorylation signaling targeted by APLNR inhibition in post-IR *fat-1* hearts was also observed after treating HR cells with eicosatetraenoic acid (EPA).

**Conclusion:** Endogenous n-3 PUFAs protect against post-IR injury and preserve cardiac contractile function possibly through APLNR inhibition. This inhibition synchronizes the PI3K-AKT-mTOR axis, suppresses detrimental phosphorylation signaling, and restores or increases myofilament phosphorylation in post-IR hearts. The beneficial effects observed in *fat-1* transgenic mouse hearts can be attributed, at least in part, to elevated EPA levels. This study is the first to demonstrate that n-3 PUFAs protect hearts against IR injury through APLNR inhibition.

## Introduction

According to the American Heart Association (AHA) publication from the Global Burden of Disease Study 2020, the estimated incidence of ischemic heart disease is approximately 240 million (Tsao et al., 2022). Reperfusion therapies, including fibrinolytic therapy and percutaneous coronary intervention, primarily aim to restore blood flow to the ischemic myocardium, reducing morbidity and mortality in patients with acute myocardial infarction. However, reperfusion can also cause additional damage to cardiac tissues and disrupt normal function (Yellon and Hausenloy, 2007; Seeger et al., 2016).

Reperfusion injury can lead to heart failure (in approximately 25% of cases) and death (in approximately 10% of cases) in patients treated for acute myocardial infarction (Keeley et al., 2003; Heusch, 2020). It often induces oxidative stress, calcium overload, inflammation, fibrosis, and metabolic disorders (Carden and Granger, 2000; Yellon and Hausenloy, 2007). Various strategies, including treatment with n-3 polyunsaturated fatty acids (PUFA), have been proposed to prevent reperfusion injury.

A previous epidemiological study showed that Greenland Eskimos, with higher blood eicosatetraenoic acid (EPA) levels, had a lower incidence of myocardial infarction than did Danish participants (Dyerberg et al., 1978). More recent data have also demonstrated that n-3 PUFAs reduce the risk of coronary heart disease (Mozaffarian et al., 2005; Mozaffarian and Wu, 2011). The AHA’s scientific councils, including the Nutrition Committee of the Council on Lifestyle and Cardiometabolic Health and Epidemiology and Prevention, have recommended n-3 PUFA supplements for patients with recent myocardial infarction (Siscovick et al., 2017).

N-3 PUFAs, including alpha-linolenic acid (ALA), EPA, and docosahexaenoic acid (DHA), are primarily obtained from dietary sources, with a small amount of EPA/DHA converted from ALA. These fatty acids can be metabolized through enzymatic, non-enzymatic, or free radical-catalyzed pathways to produce oxylipins, exerting various functions (Gabbs et al., 2015; Nayeem, 2018). Their synthetic and metabolic properties enable multiple functions within cells. n-3 PUFAs act on metabolism, reduce oxidative stress, activate cellular membrane receptors, and alter cell membrane composition, all essential for maintaining cellular structural integrity, normal physiological function, and homeostasis (Calder, 2012).

Regarding intracellular regulation, evidence suggests that phosphorylation signaling plays a central role in n-3 PUFA-dependent cellular functions. For example, n-3 PUFAs regulate protein kinase C (PKC), mitogen-activated protein kinase (MAPK), and phosphatidylinositol 3-kinase (PI3K)/AKT to protect ischemic hearts (Engelbrecht et al., 2005; Szentandrássy et al., 2007; Siddiqui et al., 2008). For instance, in neonatal rat cardiomyocytes subjected to simulated ischemia-reperfusion (IR), EPA reduces apoptosis by activating ERK and dephosphorylating p38 MAPK (Engelbrecht et al., 2005). Our previous research also demonstrated that endogenous n-3 PUFAs significantly alter phosphorylation levels of intra- and extracellular proteins, protecting contractile function in pressure-overloaded mouse hearts (Li et al., 2022c).

However, while the link between n-3 PUFAs and intracellular phosphorylation signaling has been established, limited data exist on the membrane receptors involved. Fatty acid receptor 4 (FFA4) activation was found to regulate PPARγ-dependent sympathetic innervation in n-3 PUFA-protected infarcted rat hearts (Wang et al., 2022). Nevertheless, other membrane receptors may also play a role in the regulatory mechanisms of n-3 PUFAs. For example, in FFA4-knockout cardiomyocytes, the n-3 PUFA-derived oxylipin 18-HEPE prevents oxidative stress-induced cell death (Murphy et al., 2022). In this study, we employed bioinformatic analysis and molecular experimental tools to screen potential receptors activated by n-3 PUFAs in IR hearts, aiming to enhance our understanding of membrane receptor regulatory mechanisms.

## Materials and methods

### Animals and experimental design

Transgenic mice, kindly donated by Dr. Jing X. Kang from the Harvard Medical School (Boston, MA, United States ), were developed by expressing the n-3 fatty acid desaturase gene (*fat-1*) from *Caenorhabditis elegans*. This enzyme converts n-6 PUFAs into n-3 PUFAs, consequently elevating the endogenous levels of n-3 PUFAs in *fat-1* mice (Kang et al., 2004). The transgenic *fat-1* mice and wild-type (WT) C57BL/6J mice were bred and maintained in a specific pathogen-free (SPF) mouse facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) and licensed by the Department of Science and Technology of Guangdong Province, China (SYXK[YUE] 2021-0122). Two primer pairs were used for genotyping the transgenic mice, namely, 5′-AGT​GGC​CTC​TTC​CAG​AAA​TG-3′ (forward) and 5′-TGC​GAC​TGT​GTC​TGA​TTT​CC-3′ (reverse) as well as 5′-CAC​AGT​GGG​TAA​CTG​GAT​GC-3′ (forward) and 5′-GCT​AAC​CAT​GTT​CAT​GCC​TTC-3` (reverse). The ambient temperature and humidity were 24°C ± 2°C and 40%–60%, respectively, with a 12-h light-dark cycle, and the mice had *ad libitum* access to water and provided a regular rodent diet. All animal experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Guangdong Laboratory Animals Monitoring Institute.

WT and *fat-1* mice aged 3 months were subjected to the Langendorff heart preparation and perfusion. The cardiac contractility of the left ventricle was evaluated, followed by histological examination of the myocardium and RNA-seq analysis. The key gene targeted by n-3 PUFAs was identified, and the expression of this gene and encoding protein were verified. The antagonist (ML221) and agonist (apelin-13) of a specific gene-encoding protein were used to determine the associated signaling pathways. The experimental design is illustrated in Figure 1A.

**FIGURE 1:**
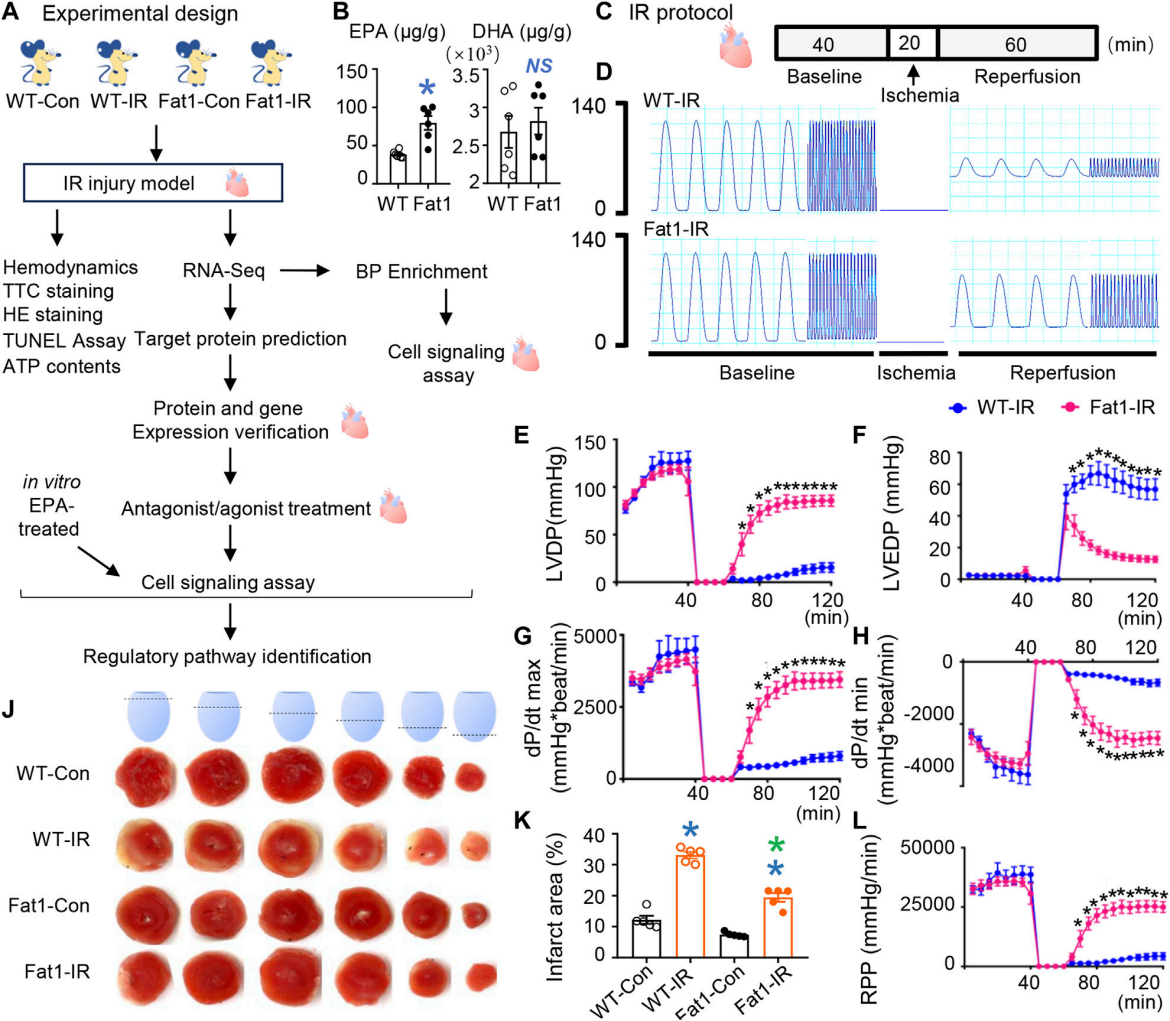
Effects of endogenous n-3 PUFAs on reperfusion injury. **(A)** Experimental design for this study. **(B)** Contents of n-3 PUFAs (EPA and DHA) in WT and *fat-1* mice hearts. *n* = 6 mice per group. **(C)** The WT-IR and Fat1-IR groups were subjected to 20 min of global ischemia, followed by 60 min of reperfusion. All hearts were perfused for 40 min for equilibration. The non-IR groups were perfused continuously for 120 min without global ischemia. **(D)** Representative traces of left ventricular pressure for WT and *fat-1* hearts during IR. Functional measurements (*n* = 8 mice) of WT-IR and Fat1-IR groups include left ventricular developed pressure (LVDP; **E**), left ventricular end-diastolic pressure (LVEDP; **F**), dP/dt(max) **(G)**, dP/dt(min) **(H)**, and rate pressure product (RPP; **I**). **(J)** Representative images of TTC staining in WT and *fat-1* hearts with or without reperfusion. **(K)** Quantitative analysis of the infarct area (*n* = 5 mice). WT-Con and Fat1-Con, WT or *fat-1* hearts not subjected to IR; WT-IR and Fat1-IR, WT or *fat-1* hearts subject to IR. Data are shown as the mean ± SEM; *p < 0.05 vs. WT (blue), WT-Con (blue) or WT-IR (green); NS, not significant compared with WT (blue).

### n-3 PUFA content in the heart

WT and *fat-1* mouse hearts were ground in liquid nitrogen. Methanol (150 μL), methyl tert-butyl ether (200 μL), and 36% of phosphoric acid (50 μL) were added to heart samples and centrifuged at 4°C and 12,000 × g to extract total lipids. The extracted fatty acids were transmethylated with 300 μL of 15% boron trifluoride-methanol was added and incubated at 60°C for 30 min. The resulting fatty acids were extracted with n-hexane and analyzed using a gas chromatography-mass spectrometry (GC-MS) platform (Agilent, 8890-5977B). Each integrated peak area representing a specific fatty acid was substituted into the standard curve equation to obtain the raw concentrations, which were further calibrated using the following equation:

$$\text{Fatty Acid Content}\left(\mu g/g\right)=c\times V3/1000\times V1/V2/m,$$

where c represents the concentration obtained by substituting the integrated peak area of the sample into the standard curve (μg/mL), V1 represents the volume of the sample extract (μL), V2 represents the volume of the collected supernatant (μL), V3 represents the reconstitution volume (μL), and m represents the sample mass (g).

### Establishment of the murine IR injury model

For determining the mechanisms underlying n-3 PUFA-induced cardioprotective effects on IR injury, Langendorff perfusion (Radnoti LLC, Covina, CA, United States) was performed to induce IR injury in mouse hearts, as previously described with modifications (Yang and Pyle, 2011; Li et al., 2020). Isolated hearts were perfused using a modified Krebs-Henseleit buffer solution and equilibrated with 95% O_2_/5% CO_2_; the perfusion pressure was set at 70 mmHg. A water-filled balloon connected to a pressure transducer and a PowerLab 16/35 system (ADInstruments, Dunedin, New Zealand) was used to record hemodynamic parameters, including left ventricular (LV) systolic and diastolic pressure, heart rate, and LV end-diastolic pressure (LVEDP). The LV developed pressure (LVDP), rate of pressure product (RPP), peak rate of contraction dP/dt(max), and peak rate of relaxation dP/dt(min) were analyzed using LabChart 7 software (ADInstruments).

For IR injury induction, isolated hearts were subjected to 40 min of baseline perfusion, followed by 20 min of no-flow global ischemia and 60 min of reperfusion. The 20-min antagonist/agonist treatments were conducted after 20 min of baseline perfusion. The control hearts were continuously perfused for 120 min. During reperfusion, heart tissues were fixed for subsequent hematoxylin-eosin (HE) staining, apoptotic analysis, RNA-seq analysis, gene expression verification, cell signaling assay, and detection of myofilament phosphorylation.

### Myocardial infarction assessment

Triphenyl tetrazolium chloride (TTC) staining of reperfused mouse hearts was performed as previously described (Yang and Pyle, 2012; Li et al., 2020) to evaluate the myocardial infarct size. The whole heart was cross-sectioned (2 mm thick) and incubated in 1% TTC solution (Sigma-Aldrich, St. Louis, MO, United States) at 37°C for 15 min. The red and white areas in the TTC-stained heart sections refer to the viable and infarcted tissues, respectively. The infarct size was measured using the ImageJ software (NIH, Bethesda, MD, United States).

### Histological examination

HE staining was conducted to assess the pathological changes in the reperfused mouse hearts, as previously described (Li et al., 2020; Li et al., 2022a). After embedding in paraffin, the hearts were sliced, dewaxed, and dehydrated, followed by staining with hematoxylin for 10 min and then with eosin for 25 s. The tissue sections were observed using an optical microscope (Leica DM 2000; Leica Microsystems, Wetzlar, Germany), and images of the tissues were recorded using the microscope imaging software (Leica Microsystems).

### TUNEL assay

TUNEL assay was performed to assess the apoptosis of myocardial cells in reperfused mouse hearts. Paraffin-embedded tissues were sectioned, dewaxed, dehydrated, and mounted on slides. The tissue sections were treated with proteinase K at 37°C for 30 min. After washing with phosphate-buffered saline (pH 7.4) solution thrice, 50 μL of TUNEL assay solution (#C1091; Beyotime, Shanghai, China) was added, and the slides were incubated at 37°C for 30 min in the dark, sealed with ProLong™ Gold Antifade Mountant with DAPI (#P36931; Thermo Fisher Scientific, Waltham, MA, United States), and observed under a fluorescence microscope (DMI3000 B, Leica Microsystems).

### ATP assay

ATP production was evaluated as previously described (Li et al., 2022c). Briefly, an ATP colorimetric assay kit (#A095-1-1; Jiancheng Biotechnology, Nanjing, China) was used to determine the amount of ATP in cardiac tissue homogenates, following the manufacturer’s instructions.

### RNA-seq analysis

Total RNA was extracted from the myocardium using TRIzol^®^ Reagent (Thermo Fisher Scientific). The concentration and integrity of the extracted RNA were assessed using RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, United States). The RNA-seq protocol used in this study has been previously published (Li et al., 2020; Li et al., 2022b; Li et al., 2022c). Briefly, sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, United States). After adding the index codes, the samples were clustered with a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, United States), and the HiSeq platform (Illumina) was used to sequence the libraries. The raw RNA-seq data were deposited in the NCBI Gene Expression Omnibus (GEO) database, the raw reads were preprocessed for quality control, and the clean reads were mapped to the reference transcriptome. The microarray GeneChip hybridization was carried out by Shanghai Applied Protein Technology Co., Ltd. (Shanghai, China).

The transcriptome data between groups were compared, and the fold change values between comparisons were log2-transformed. In this study, the cut-off for identifying differentially expressed genes (DEGs) was an adjusted *p* < 0.05. DEGs with fold change values >1.5 or <1/1.5 were considered upregulated or downregulated, respectively. A total of eight DEG datasets were generated, including the upregulated and downregulated comparisons for “WT-IR vs. WT-Con,” “Fat1-IR vs. Fat1-Con,” and “Fat1-IR vs WT-IR.” The web-accessible tool Metascape (https://metascape.org) was employed to enrich biological processes for two DEG datasets of “Fat1-IR vs. WT-IR”.

Furthermore, Venn diagram analysis was performed to predict the key target genes of n-3 PUFAs, with modifications as per our methods (Li et al., 2020). For predicting potential receptors involved in regulating endogenous n-3 PUFAs under IR conditions, the cut-off fold change value for DEG up- or downregulation comparisons between the two groups was set as > 2 or <2. To predict genes repressed/restored by n-3 PUFAs under IR conditions, we selected the genes that overlap the two datasets “Upregulated WT-IR vs WT-Con” and “Downregulated Fat1-IR vs WT-IR”, while excluding the genes that overlap with the dataset “Upregulated Fat1-IR vs Fat1-Con” and common DEGs between datasets. To predict genes activated/restored by n-3 PUFAs under IR conditions, we overlapped datasets “Downregulated WT-IR vs WT-Con” and “Upregulated Fat1-IR vs WT-IR”; genes obtained from this overlap were further filtered to exclude those overlapping with the dataset “Downregulated Fat1-IR vs Fat1-Con".

### Gene expression validation

Quantitative reverse transcription PCR (RT-qPCR) was performed to verify the expression of the identified DEGs. After total RNA extraction, TB Green Premix Ex Taq II (No. RR820; Takara Bio, Shiga, Japan) was used for RT-qPCR, following the manufacturer’s instructions. The reaction was run using a Real-Time PCR system (QuantStudio 5, ThermoFisher) as follows: initial denaturation at 95°C for 30 s, 40 cycles at 95°C for 5 s and 60°C for 34 s, and final extension at 72°C for 10 min. The transcript levels were normalized using β-actin as a reference. The forward and reverse primers used in this experiment were 5′-TCG​TGG​TGC​TTG​TAG​TGA​CC-3′ and 5′-ATG​CAG​GTG​CAG​TAC​GGA​AA-3′, respectively. The primers used for the reference gene (β-actin) were: 5′-GAT​ATC​GCT​GCG​CTG​GTC​G-3′ (forward) and 5′-CAT​TCC​CAC​CAT​CAC​ACC​CT-3′ (reverse).

### Cell signaling assay

Western blotting was used to determine the cell signaling pathways affected by n-3 PUFAs and identify those regulated by key genes in the n-3 PUFA-protected myocardia. The cytosolic fraction was extracted from cardiac tissues using a lysis buffer (#9803; Cell Signaling Technology, Danvers, MA, United States) containing 1% Triton X-100 and protease inhibitors (B14002; Bimake, Shanghai, China); phosphatase inhibitors (B15001; Bimake) was used in the samples for detecting phosphorylated proteins. Proteins (40 μg) were separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes. After blocking with 5% skim milk, the membranes were incubated with the primary antibodies (1:2000) overnight at 4°C and then with the secondary antibodies (1:5000). All antibodies were purchased from Cell Signaling Technology (Danvers, United States). The primary antibodies included antibodies against PKCδ (#9616), PKCε (#2683), p-p38α (Thr180/Tyr182; #4511), t-p38α (#9212), p-PI3K (Tyr458; #4228), t-PI3K (#4257), p-AKT (Ser473; #9271), t-AKT (#4685), p-mTOR (Ser2446; #2971), t-mTOR (#2972), APLNR (#35623), GAPDH (#2118), and the second antibody used was anti-rabbit (#7074). The bands were detected using Immobilon Western Chemiluminescent HRP Substrate (#WBKLS0500; Millipore, Burlington, MA, United States), and the band densities were analyzed using the ImageJ software (NIH).

### Detection of myofilament phosphorylation

The phosphorylation levels of the cardiac myofilaments were measured as previously described (Yang and Pyle, 2012; Zheng et al., 2021) The myofilaments (40 μg) were separated using 10% SDS-PAGE, and the gels were incubated with Pro-Q™ Diamond Phosphoprotein Gel Staining Solution (#P33300; Invitrogen Molecular Probes, Carlsbad, CA, United States) for 90 min, following the manufacturer’s instructions. The phosphorylated bands were visualized using a gel documentation system (Gel Doc™ XR+; Bio-Rad Laboratories, Hercules, CA, United States), and the band densities were quantified using the ImageJ software (NIH). The proteins were stained with Coomassie solution, and actin bands were used as loading controls.

### Treatment with APLNR antagonist and agonist

To investigate the effects of APLNR and its intracellular effectors on myocardial IR injury, we treated Landgendorff isolated hearts with ML221 (#HY-103254, MedChemExpress LLC, New Jersey, United States), an antagonist of APLNR, and Apelin-13, a potent and selective endogenous APLNR agonist. The first set of three experiment groups was designed for the inhibitor treatment: 1) WT-Con group, WT hearts were perfused for 120 min; 2) WT-IR group, WT hearts were balanced for 40 min, subjected to ischemia for 20 min, and then reperfused for 60 min; 3) WT-IR + M group, WT hearts were balanced for 20 min, then ML221 (50 nM) was added for 20 min, followed by ischemia for 20 min and reperfusion for 60 min. After reperfusion, the hearts were subjected to TTC staining, Western blot analysis, and detection of myofilament phosphorylation.

The second set of three experiment groups was designed for the agonist treatment. 1) Fat1-Con group: *fat-1* mouse hearts were perfused for 120 min; 2) Fat1-IR group, *fat-1* mouse hearts were perfused for 40 min and then subjected to ischemia for 20 min and reperfusion for 60 min; 3) Fat1-IR + A group: *fat-1* hearts were perfused for 40 min, then treated with apelin-13 (50 nM) for 20 min, followed by ischemia for 20 min and reperfusion for 60 min. After reperfusion, all hearts were subjected to Western blot analysis.

### EPA treatment

H9C2 cells (iCell-r012) were employed to assess the expression of APLNR and intracellular phosphorylation signaling components following hypoxia and reoxygenation (principal components of myocardial IR). The H9C2 cell line is commonly used to investigate the molecular mechanisms of ischemia, IR injury, and IR-preconditioning. The cells were cultured in Dulbecco’s modified Eagle medium (DMEM; Gibco, C11995500BT) containing 10% fetal bovine serum (FBS; Gibco, 10099-141) and 1% penicillin-streptomycin diabody (Yeasen, 60162ES76) and incubated at 37°C and 5% CO_2_. The cells were divided into four groups, namely, Con, hypoxia-reoxygenation (HR), Con + EPA, and HR + EPA.

Treatment was initiated when the cells reached 90% confluency. The regular culture medium was replaced with a sugar-free, serum-free DMEM (Gibco, 11966025). The cells of the IR and IR + EPA groups were placed in a hypoxic apparatus at 37°C, 94% N_2_, 5% CO_2_, and 1% O_2_. After 24 h of hypoxia, the normal medium containing 10% FBS was replaced. The hypoxia and reoxygenation protocol was used to simulate *in vivo* IR conditions. In the EPA treatment groups (Con + EPA and HR + EPA), 100 nM EPA (MCE, HY-B0660) was added, and the cells were incubated at 37°C and 5% CO_2_ for 6 h. Cells in the Con and Con + EPA groups were cultured continuously for 30 h at 37°C and 5% CO_2_ without hypoxia. The Con + EPA and HR + EPA groups were treated with 100 nM EPA at the same time. Cardiomyocytes were collected following treatment, and protein analysis using Western blotting was conducted.

### Statistical analysis

Data are presented as means ± SEM. The raw data from each group were analyzed using GraphPad Prism 8.0 software (GraphPad, San Diego, CA, United States) to determine significant differences between groups. For comparison between two groups, an unpaired *t-*test was used, while for comparison between multiple groups, a one-way analysis of variance (ANOVA) was performed, followed by Tukey’s multiple comparison test. Statistical significance was set at *p* < 0.05.

## Results

### Elevated endogenous n-3 PUFA levels preserve contractile function and prevent myocardial damage

The EPA levels in *fat-1* hearts were approximately two times higher than those in WT hearts. Additionally, there were no differences in DHA concentrations between the hearts of WT and *fat-1* mice, as shown in Figure 1B. The baseline cardiac function parameters, including dP/dt(max), LVDP, LVEDP, and RPP, did not exhibit significant differences between WT and *fat-1* mice, as indicated in Figures 1C–I. However, after 20 min of ischemia, dP/dt(max), LVDP, and RPP values were notably higher, while LVEDP was significantly lower in *fat-1* mice than those in WT mice at each time point during the 60-min reperfusion, as demonstrated in Figures 1D–I. These improvements in contractility were strongly associated with a considerable reduction in infarct size in the hearts of Fat1-IR mice, as shown in Figures 1J, K. These findings suggest that the elevated endogenous levels of n-3 PUFAs provide significant benefits to reperfused myocardia, resulting in improved systolic and diastolic function and reduced myocardial damage.

### n-3 PUFAs target multiple biological processes in reperfused mouse hearts

Microscope assessments revealed lost or ruptured fibers in WT-IR mouse myocardia, while Fat1-IR mouse myocardia showed no severe fiber ruptures (Figure 2A). Furthermore, there were fewer focal apoptotic cells in the Fat1-IR mouse hearts than in the WT-IR mouse hearts (Figures 2B, C). Additionally, following IR, *fat-1* hearts exhibited higher ATP production than did WT hearts (Figure 2D). These results suggest that elevated endogenous n-3 PUFAs protect cell structure, promote cell survival, and enhance metabolism in reperfused myocardium.

**FIGURE 2:**
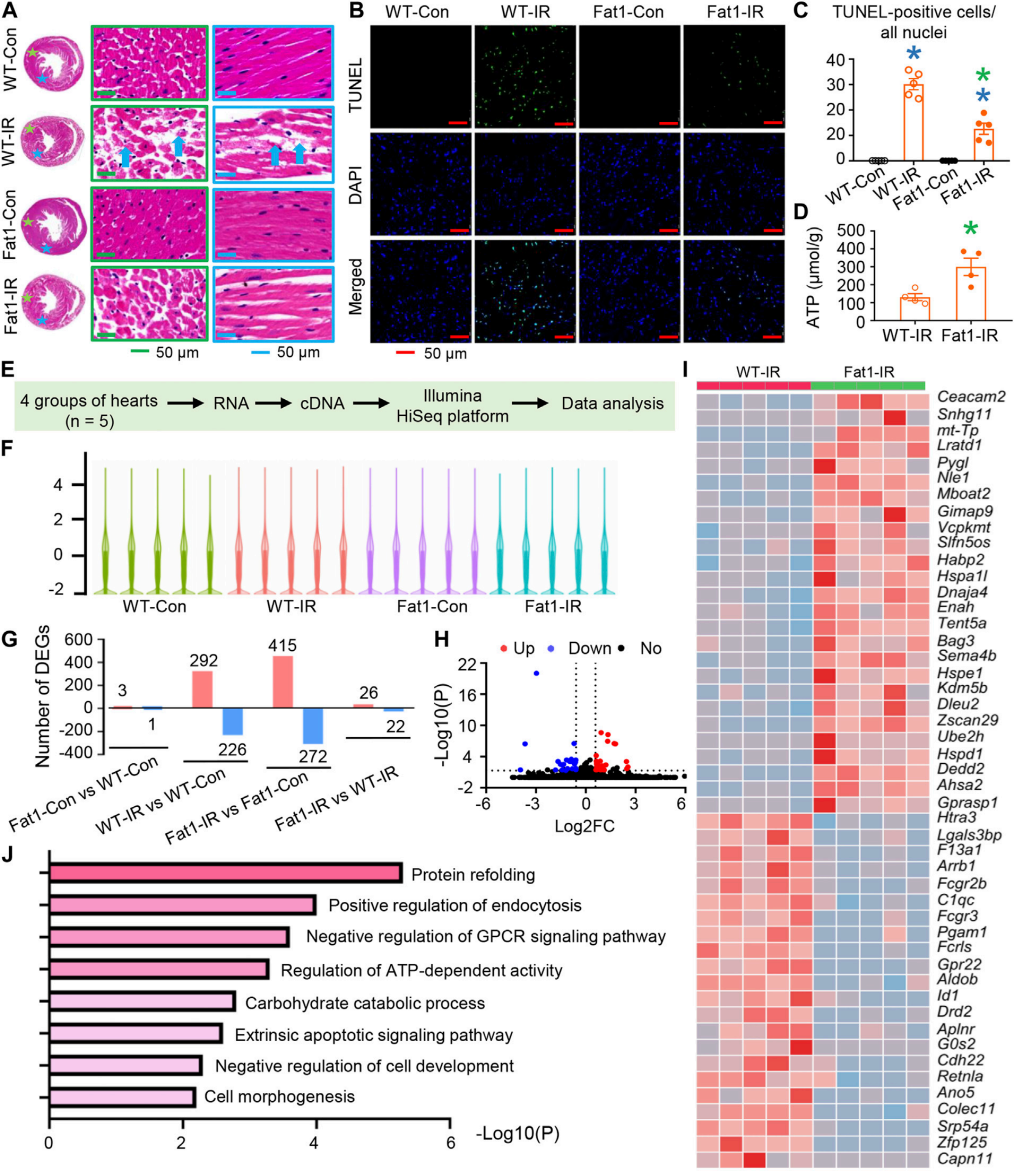
Cell survival and gene expression profiles of post-IR WT and *fat-1* hearts. **(A)** Representative images of hematoxylin-eosin (HE) staining in WT and *fat-1* hearts, showing lost or ruptured myofibers (blue arrows) in WT-IR hearts. Regions with stars correspond to images with boxes of the same color. **(B)** Representative images of TUNEL assay in WT and *fat-1* hearts with or without reperfusion. Green, TUNEL-positive cells; blue, nuclei. **(C)** Quantitative analysis of TUNEL-positive cells in each group. *n* = 5 mice per group. **(D)** ATP production in WT-IR and Fat1-IR hearts. *n* = 4 mice. **(E)** Flow diagram for profiling gene expression of mouse hearts with or without ischemia-reperfusion (IR). *n* = 5 mice. **(F)** The distributions of the total mRNAs in each sample. **(G)** Counts of up- and downregulated differentially expressed genes (DEGs) in each comparison. **(H)** Volcano plot and **(I)** heatmap for DEGs between WT-IR group and Fat-IR group. **(J)** Gene set enrichment analysis (GESA) for WT-IR vs. Fat1-IR. WT-Con and Fat1-Con, WT or *fat-1* hearts not subjected to IR; WT-IR and Fat1-IR, WT or *fat-1* hearts subject to IR. Data are shown as the mean ± SEM; *p < 0.05 vs. WT-Con (blue) or WT-IR (green).

We also conducted gene expression profiling in post-IR mouse hearts. 

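RNA-seq was done on the myocardium of 20 mouse hearts, 5 in each of 4 groups. WT-Con and Fat1-Con hearts were perfused on the Langendorff apparatus for 120 min without ischemia, and WT-IR and Fat1-IR hearts had 40 min of equilibration, 20 min of global ischemia and 60 min of reperfusion. The mice were 3 months old. RNA was extracted with TRIzol, libraries were made with the NEBNext Ultra RNA kit, and the HiSeq platform was used for sequencing. The sample descriptions name HISAT2 for mapping, featureCounts for counting and the mouse build mm10, and their versions are not given in the sources used here.
The values analysed were the authors' FPKM (fragments per kilobase of exon, scaled to the fragments assigned to genes in each library). FPKM multiplied by the exon length in the GENCODE M21 annotation of mm10 gave whole fragments in every library for 98.5% of the 31217 genes found in that annotation, within 0.02 of a fragment and for values under 1000 fragments. The number of fragments assigned to genes could therefore be read back. It ranged from 15626846 to 22247960 (median 20190420) in WT-Con, from 18811161 to 20195519 (median 19212028) in WT-IR, from 17717338 to 21784071 (median 18930761) in Fat1-Con and from 18911792 to 25993336 (median 19729584) in Fat1-IR. In the deepest library, 1 fragment of a gene with 2 kb of exon equals 0.0192 FPKM, and in the libraries with fewer fragments it equals more.
Groups were compared with limma on log2(FPKM + 0.1) for the 18219 genes with a mean of at least 0.1 FPKM over all hearts, in a single fit of the 4 groups with 16 residual degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method over these genes. Genes were called upregulated or downregulated at an adjusted p under 0.05 and a fold change over 1.5 in either direction, the thresholds that the paper states. Means of FPKM are given with their SD over 5 hearts. Lists of genes for pathways and cell types were tested with limma's camera, which compares a list with all other genes, at a preset correlation between genes of 0.01 and again with an estimated correlation.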

Transcriptomic analysis revealed alterations in the distribution of total mRNAs in each sample (Figures 2E–G). Specifically, in WT hearts, 292 and 226 differentially expressed genes (DEGs) were upregulated and downregulated following IR, respectively. In contrast, in *fat-1* hearts, 415 DEGs were upregulated, and 272 were downregulated post-IR (Figure 2G). Furthermore, only 3 genes were upregulated, and 1 was downregulated in *fat-1* hearts compared with those in WT hearts. However, following IR, 26 DEGs were upregulated, and 22 were downregulated in *fat-1* hearts compared with those in WT hearts. 

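WT-Con 5 and Fat1-IR 1 had higher FPKM of the nuclear genes of oxidative phosphorylation, which build the respiratory chain, than the other hearts of their groups. The mean log2 expression of these genes was 9.10 in WT-Con 5 against a median of 7.94 in the other WT-Con hearts, and 8.49 in Fat1-IR 1 against 7.96 in the other Fat1-IR hearts. Markers of cardiomyocytes, the contractile cells, were also higher there, with means of 9.92 against 9.39 and 9.70 against 9.32. Transcripts of the mitochondrial genome made up 15.1% of the fragments in WT-Con 5, where the median of the other 4 hearts was 31.7%, and 13.9% in Fat1-IR 1, where it was 34.5%. FPKM is scaled to all assigned fragments, so a lower mitochondrial share by itself raises the values of nuclear genes. How much of the higher values above this makes up was not tested, so they need not mean more cardiomyocyte expression. Fat1-IR 4 had markers of lymphocytes at a mean log2 expression of 2.52 against -2.61 in the other Fat1-IR hearts, and markers of neutrophils at 0.29 against -1.47.
The first principal component of the tested genes held 15.6% of the variance and the second 12.6%. WT-Con 5 alone made up 78.7% of the squared scores on the first, and Fat1-IR 4 made up 52.4% of those on the second. All 10 control hearts had positive scores on the second component (17.7 to 29.2) and all 10 IR hearts negative scores (-94.0 to -4.3). Pearson's correlation of log2 values between hearts of a group, across genes, lay between 0.896 and 0.962 in WT-Con, 0.941 and 0.955 in WT-IR, 0.9545 and 0.960 in Fat1-Con, and 0.908 and 0.961 in Fat1-IR. The median log2 fold change over all tested genes was 0.04 for WT-IR against WT-Con, 0.08 for Fat1-IR against Fat1-Con, 0.03 for Fat1-IR against WT-IR and -0.005 for Fat1-Con against WT-Con.

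**Figure D1:**
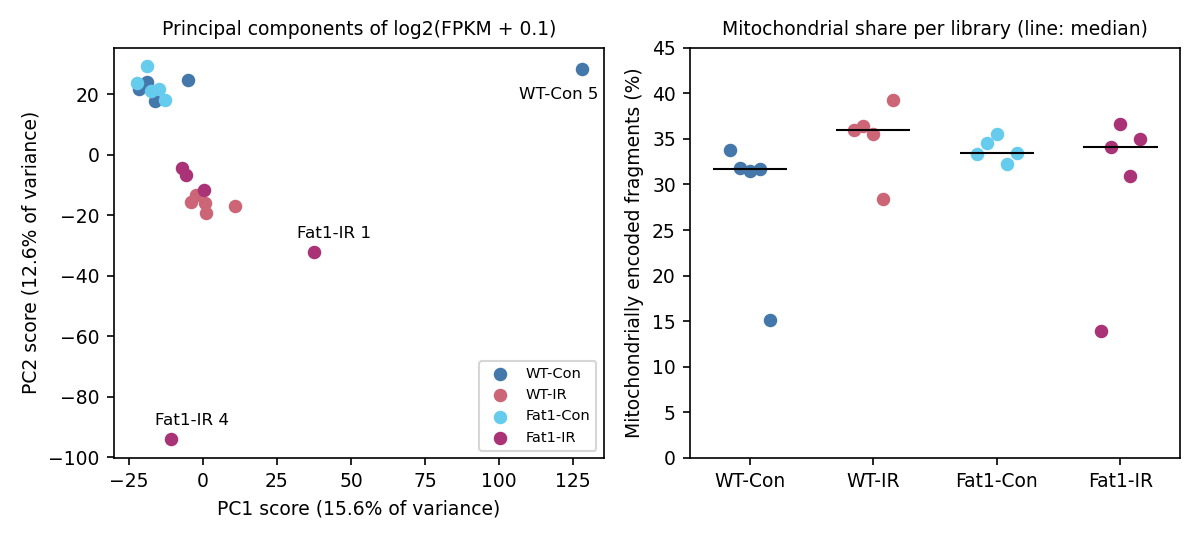
Left, scores of the 20 hearts on the first (15.6% of variance) and second (12.6%) principal component of log2(FPKM + 0.1), coloured by group. Right, percentage of fragments from the mitochondrial genome in each heart by group, where WT-Con 5 (15.1%) and Fat1-IR 1 (13.9%) lie below the others.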

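After IR, 8 of 28 immediate-early genes and 5 of 17 genes of BMP signaling rose in WT hearts, and 18 of 34 interferon-stimulated genes and 14 of 34 inflammatory genes fell, compared with control hearts perfused continuously. None of these lists passed camera, a test of a whole list, with an estimated correlation between genes. A further test, limma's fry, asks whether a list's genes move one way without comparing them with other genes. For interferon-stimulated genes limma's fry gave an unadjusted p = 0.000547, and for inflammatory genes limma's fry gave an unadjusted p = 0.00257. For BMP signaling limma's fry gave an unadjusted p = 3.93e-05, and for immediate-early genes limma's fry gave an unadjusted p = 0.106. Klf4, a transcription factor that is induced within minutes and also acts in endothelium, rose from 6.30 ± 2.21 FPKM in WT-Con to 28.8 ± 5.28 FPKM in WT-IR (SD, n = 5 hearts per group), a log2 fold change of 2.22 (standard error 0.20, adjusted p = 7.77e-06). Id1, a target of BMP signaling, rose from 3.01 ± 0.934 to 18.0 ± 4.69 FPKM, with a log2 fold change of 2.55 (standard error 0.24, adjusted p = 1.02e-05). The paper's Table S1, made from these same hearts, lists Id1, so the BMP list is not independent evidence of its direction. Csf1, the growth factor of macrophages, fell from 169.8 ± 22.7 to 44.1 ± 15.1 FPKM, with a log2 fold change of -2.01 (standard error 0.20, adjusted p = 1.02e-05). In all, limma called 367 genes upregulated and 216 downregulated in WT-IR compared with WT-Con.
Of 34 interferon-stimulated genes, which serve antiviral defense, 18 fell and 16 did not pass the test (26 fell when adjusted over the list alone). Their median log2 fold change was -0.85 (camera, adjusted p = 1.61e-25, and adjusted p = 0.109 with an estimated correlation). Examples are the GTPase Mx1 (log2 fold change -1.73, adjusted p = 0.000773), Ifit2 (-1.49) and Gbp5 (-1.27), of which Ifit2 and Gbp5 were no longer called when each pair of groups was fitted alone. Of 34 inflammatory cytokines and NF-kB targets, 14 fell and 1 rose (19 and 3 when adjusted over the list alone), with a median of -0.74 (camera, adjusted p = 2.74e-18, and adjusted p = 0.118 with an estimated correlation). Among them were Acod1, which makes itaconate in macrophages (log2 fold change -2.51, adjusted p = 0.000503), the adhesion molecule Vcam1 (-1.48) and the receptor Cd40 (-1.68). The mean log2 expression of this list was 3.26 in WT-IR 4 and 3.12 in WT-IR 5, against 4.25 to 4.54 in the other 3 WT-IR hearts.
Of 28 immediate-early genes, 8 rose and 20 did not pass the test (8 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.00202, and adjusted p = 0.689 with an estimated correlation). They include Fos (log2 fold change 1.89, adjusted p = 0.00356), the shear stress factor Klf2 (1.78) and the nuclear receptor Nr4a2 (1.78). The median of this list was 0.11 and the list no longer passed camera without WT-IR 1 or without WT-IR 3. Of 33 heat shock chaperones and co-chaperones, which refold proteins, 6 rose and 27 did not pass the test (6 when adjusted over the list alone), with a median of 0.04, which changed sign with TPM scaling and without WT-IR 1, and a mean of 0.43 (camera, adjusted p = 0.0319, and adjusted p = 0.689 with an estimated correlation). The list holds genes of Table S1 and is not independent evidence of its direction. The largest changes were those of Hspa1b (log2 fold change 3.76, adjusted p = 0.000651) and Hspa1a (2.81), which may share reads, followed by Dnajb1 (2.17) and Hsph1 (2.11). Hsph1 lay at 13.8 FPKM in WT-IR 4 and between 26.7 and 77.5 in the other WT-IR hearts.
Of 17 genes of BMP signaling and the Id family, 5 rose and 12 did not pass the test (6 when adjusted over the list alone; camera, adjusted p = 7.4e-07, and adjusted p = 0.109 with an estimated correlation), among them Id3 (log2 fold change 1.31, adjusted p = 0.000173) and the Notch target Hey1 (1.14). Of 17 endothelial markers, 3 rose and 1 fell (3 and 2 when adjusted over the list alone; camera, adjusted p = 0.000262, and adjusted p = 0.118 with an estimated correlation). The VEGF receptor Kdr (log2 fold change 0.99, adjusted p = 0.0266, lost in 7 of 32 settings) and the water channel Aqp1 (0.84) rose, Tie1 (0.63) rose but was no longer called with TPM scaling, and Rasip1 (-1.09), which acts in vessel lumen formation, fell. Cavin2, a coat protein of caveolae, rose from 29.8 ± 2.36 to 58.0 ± 4.27 FPKM (adjusted p = 1.02e-05). Of 20 macrophage markers, Lyve1 (log2 fold change 0.93, adjusted p = 0.0129) and Mrc1 (log2 fold change 0.62, adjusted p = 0.0207, lost in 8 of 32 settings), both of resident macrophages, rose and 18 did not pass the test (3 when adjusted over the list alone; camera, adjusted p = 8.56e-05, and adjusted p = 0.118 with an estimated correlation). This list also holds genes of Table S1 and is not independent evidence of its direction. Outside the lists, the kinase gene Prkd2 had the smallest p, with a log2 fold change of -1.56 (standard error 0.13, adjusted p = 5.07e-06), and Icosl, the ligand of a T-cell costimulator, fell by 1.34 on the log2 scale (adjusted p = 1.02e-05).
The count of upregulated genes went from 138 when this pair of groups was fitted alone to 642 with array weights, and that of downregulated genes from 66 to 351. Without WT-Con 5, Fat1-IR 1 and Fat1-IR 4, a setting chosen after seeing the data, the counts were 575 and 349, and without WT-IR 5 there were 140 downregulated genes.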

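After IR, 16 of 33 heat shock chaperones and co-chaperones rose in *fat-1* hearts and 19 of 34 interferon-stimulated genes fell, compared with control hearts perfused continuously. Hspa1b, the inducible chaperone HSP70, which may share reads with Hspa1a, rose from 17.6 ± 8.31 FPKM in Fat1-Con to 838 ± 129 FPKM in Fat1-IR (SD, n = 5 hearts per group), a log2 fold change of 5.74 (standard error 0.58, adjusted p = 1.39e-05). Its co-chaperone Dnajb1 rose from 11.7 ± 3.67 to 213 ± 35.1 FPKM, with a log2 fold change of 4.23 (standard error 0.45, adjusted p = 2.25e-05). Cyp1a1, a target of the aryl hydrocarbon receptor, fell from 5.42 ± 1.93 to 0.536 ± 0.267 FPKM, with a log2 fold change of -3.15 (standard error 0.40, adjusted p = 0.000133). In all, limma called 236 genes upregulated and 128 downregulated in Fat1-IR compared with Fat1-Con.
Of the 33 heat shock chaperones and co-chaperones, 16 rose and 17 did not pass the test (20 rose when adjusted over the list alone; camera, adjusted p = 4.47e-31, which holds with an estimated correlation at adjusted p = 0.0247). The list holds genes of Table S1 and is not independent evidence of its direction. Further members were Hsph1 (log2 fold change 3.75, adjusted p = 1.87e-06) and Dnaja1 (2.86). Their response exceeded that of WT hearts by a median log2 value of 0.61, with all 33 members higher, and the interaction of genotype and IR passed camera (adjusted p = 8.24e-24) but not with an estimated correlation (adjusted p = 0.1 with an estimated correlation). For this interaction of the list, limma's fry gave an unadjusted p = 0.000933. By limma, no single member passed the test of this interaction over all genes, 20 had an unadjusted p under 0.05, and 17 passed when adjusted over the list alone. The interaction also holds a difference between the control groups, where 27 members were lower in Fat1-Con. Their median there was -0.18 (camera, adjusted p = 0.00666, and adjusted p = 0.796 with an estimated correlation). The list's mean in WT-IR 4 (5.25) and WT-IR 5 (5.27) lay within the WT-Con hearts (4.91 to 5.29), unlike in the other WT-IR hearts (5.59 to 5.86).
Of the 34 interferon-stimulated genes, 19 fell and 15 did not pass the test (26 when adjusted over the list alone), with a median log2 fold change of -1.02 (camera, adjusted p = 9.4e-39, which holds with an estimated correlation at adjusted p = 0.0247). Ifit2 (log2 fold change -1.91, adjusted p = 0.000649), the mitochondrial kinase Cmpk2 (-1.73), Gbp5 (-1.58) and Xaf1 (-1.30) are examples. The interaction of this list was -0.09 in the median (camera, adjusted p = 0.0484, and adjusted p = 0.681 with an estimated correlation), and it was lost in 15 of 32 settings. Of the 34 inflammatory cytokines and NF-kB targets, 6 fell and 28 did not pass the test (7 fell and 2 rose when adjusted over the list alone; camera, adjusted p = 4.56e-07, and adjusted p = 0.495 with an estimated correlation).
Of the 28 immediate-early genes, 8 rose and 20 did not pass the test (20 rose when adjusted over the list alone; camera, adjusted p = 4.24e-17, and adjusted p = 0.236 with an estimated correlation), among them Klf2 (log2 fold change 2.55, adjusted p = 6.52e-05), Fos (2.34), Klf4 (1.82) and Jun (1.56). Of the 17 genes of BMP signaling and the Id family, 5 rose and 12 did not pass the test (5 when adjusted over the list alone; camera, adjusted p = 1.47e-05, and adjusted p = 0.153 with an estimated correlation). Of 8 adipocyte markers, Cfd (log2 fold change 2.87, adjusted p = 0.041, lost in 19 of 32 settings), the secreted complement protease adipsin, rose and 7 did not pass the test (5 rose when adjusted over the list alone; camera, adjusted p = 6.7e-06, and adjusted p = 0.236 with an estimated correlation). The mean log2 expression of these markers was 3.69 in Fat1-IR 1, 2.47 in Fat1-IR 5 and 1.83 in Fat1-IR 4, against 0.23 and 0.39 in the other Fat1-IR hearts.
Nle1, a factor of ribosome assembly, rose from 1.68 ± 0.147 to 6.48 ± 0.869 FPKM (log2 fold change 1.88, adjusted p = 1.87e-06). It was the only gene whose response to IR differed between the genotypes at an adjusted p under 0.05, with an interaction of 1.63 (standard error 0.22, adjusted p = 0.00976). This call was lost with median-of-ratios scaling, with replicate number as a block and without WT-Con 5, Fat1-IR 1 and Fat1-IR 4, and 968 genes had an unadjusted p under 0.05 for the interaction. The endothelial cell cycle regulator Rgcc (log2 fold change 1.62) also rose, and the homeobox gene Meox1 (-1.33) and Parp14 (-1.29), an ADP-ribosyltransferase, fell. Gm20005, a predicted gene, was listed at 0 in every control heart and at 4.36 ± 0.948 FPKM in Fat1-IR. The log2 fold changes of both genotypes had a Pearson correlation of 0.308 (Spearman 0.263) across the 18219 genes and of 0.733 (Spearman 0.674) across the 760 genes called in either genotype, and genes are not independent replicates. Both genotypes shared 106 upregulated and 81 downregulated genes, where 4.75 and 1.52 are expected for independent lists.
The counts were 428 and 317 with array weights and 148 and 68 at a fold change over 2. Leaving out WT-Con 5 gave 391 and 200. That heart is in neither group compared, so its removal changed no fold change here, only the spread shared by the 4 groups. This pair of groups fitted alone gave 280 and 175. Leaving out Fat1-Con 3 gave 161 and 79. Leaving out the 3 libraries that stand apart, a setting chosen after seeing the data, gave 216 upregulated and 234 downregulated genes. Upregulated genes thus went from 64.8% to 48.0% of the calls.

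**Figure D2:**
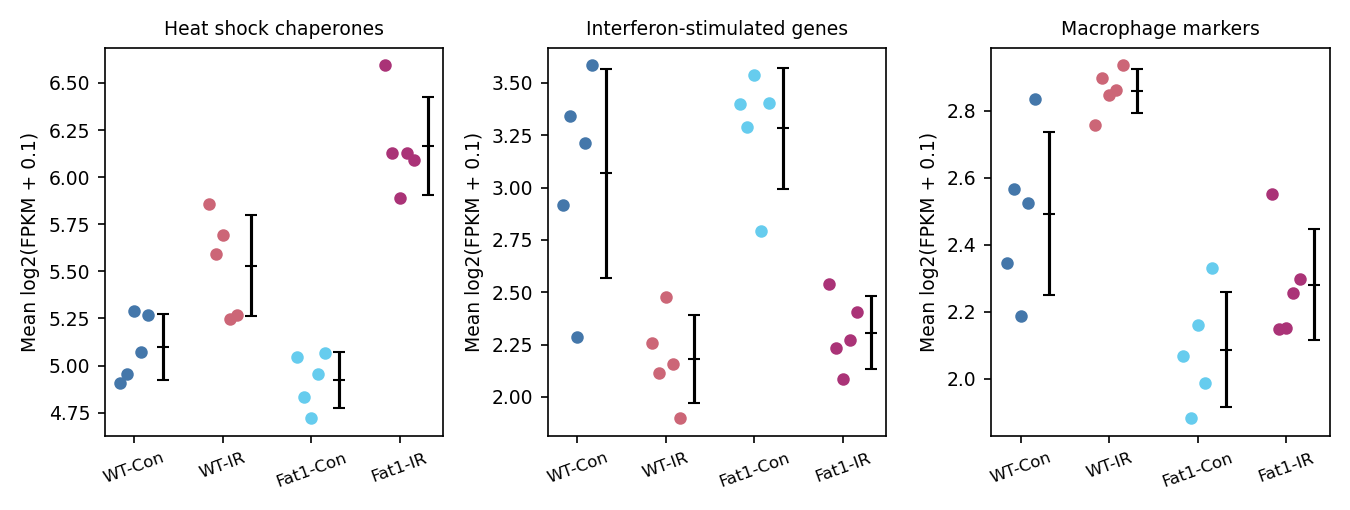
Mean log2(FPKM + 0.1) of heat shock chaperones, interferon-stimulated genes and macrophage markers in each of the 20 hearts, by group. Points are hearts and bars are the mean ± SD of 5 hearts. Fat1-IR hearts lie at 5.89 to 6.59 for heat shock chaperones and WT-IR hearts at 5.25 to 5.86.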

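Without IR, 4 genes were higher and 1 was lower in *fat-1* hearts than in WT hearts by limma, and 1026 genes had an unadjusted p under 0.05. Mboat2, a lysophospholipid acyltransferase that puts unsaturated fatty acids into membrane phospholipids, was at 0.582 ± 0.114 FPKM in WT-Con and 1.77 ± 0.432 FPKM in Fat1-Con (SD, n = 5 hearts per group), a log2 fold change of 1.44 (standard error 0.19, adjusted p = 0.00122). Pqlc3, a membrane protein of the PQ-loop family, rose from 0.851 ± 0.118 to 1.84 ± 0.209 FPKM, with a log2 fold change of 1.03 (standard error 0.13, adjusted p = 0.00108). The other genes called higher are the processed pseudogenes Gm7993 (log2 fold change 3.44, adjusted p = 0.000117) and Gm47399 (log2 fold change 3.28, adjusted p = 0.000395), which may share reads with their parent genes, so their levels are uncertain.
Mboat2 (chromosome 12, 24830879 to 24964397), Pqlc3 (16988648 to 17000408) and Gm47399 (51995036 to 51995509) lie on the same chromosome of mm10. Pygl, the liver glycogen phosphorylase, also of chromosome 12, had a log2 fold change of 1.40 (standard error 0.25, adjusted p = 0.062) and did not pass the test. Of the 20 macrophage markers, 19 were lower in Fat1-Con, with a median log2 difference of -0.35 (camera, adjusted p = 1.28e-08, and adjusted p = 0.11 with an estimated correlation). None of them passed limma's test over all genes, 9 had an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. The list holds genes of Table S1 and is not independent evidence of its direction. Of the 30 nuclear genes of oxidative phosphorylation, 28 were lower, with a median of -0.30 (camera, adjusted p = 4.54e-07, and adjusted p = 0.796 with an estimated correlation). Their mean was highest in WT-Con 5, and without that heart the median was -0.05 and not past camera.
Mboat2 was no longer called when the control groups were fitted alone, where 2 genes were lower. With array weights, 8 genes were higher.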

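After IR, 11 genes were higher and 8 lower in *fat-1* hearts than in WT hearts by limma. Nle1, the ribosome assembly factor, was higher with a log2 fold change of 1.34 (standard error 0.16, adjusted p = 0.00052). Pygl, the glycogen phosphorylase, rose from 0.542 ± 0.115 FPKM in WT-IR to 1.85 ± 0.921 in Fat1-IR (SD, n = 5 hearts per group; log2 fold change 1.50, adjusted p = 0.0176), and so did Fam84a, a gene of the LRAT domain family (log2 fold change 1.70, adjusted p = 0.00971), with 2.48 ± 0.581 FPKM in Fat1-IR. Colec11, a collectin that starts the lectin pathway of complement, fell from 9.38 ± 1.73 to 2.61 ± 1.65 FPKM (log2 fold change -2.04, adjusted p = 0.0361). Pgam1, a phosphoglycerate mutase of glycolysis, fell from 12.9 ± 1.35 to 7.15 ± 2.20 FPKM (log2 fold change -0.88, adjusted p = 0.0477).
Mboat2 (log2 fold change 1.19, adjusted p = 0.00971) differed in the same direction as in control hearts. Tent5a, a poly(A) polymerase, rose (log2 fold change 0.91, adjusted p = 0.0284), as did Ahsa2, an activator of HSP90 (log2 fold change 0.63, adjusted p = 0.0269). Gpr22, an orphan receptor expressed in the heart, fell (log2 fold change -0.97, adjusted p = 0.0477). Ceacam2, a cell adhesion molecule, was called higher (log2 fold change 1.73, adjusted p = 0.0477), but its mean was 0.0872 ± 0.0780 FPKM in WT-IR, near the added 0.1. The pseudogenes Gm7993 (log2 fold change 4.26) and Gm47399 (2.60) were higher, and the pseudogenes Gm19196 (-3.02) and Zfp125 (-2.34) were lower. These may share reads with related loci, so their levels are uncertain. The long noncoding RNA CT030636.1 was lower (log2 fold change -1.90, adjusted p = 0.0145). Without passing limma's test, Pygl, Colec11, Zfp125, Gm19196 and CT030636.1 differed in the same direction between the control groups. Their log2 differences there were 1.40, -1.24, -1.59, -1.99 and -0.96. A difference after IR is therefore not in itself a different response to IR. Nle1 was at -0.29 between the control groups and Fam84a at 0.09.
Chromosome 12 held 9 of the 21 genes that differed between the genotypes in control or IR hearts at an adjusted p under 0.05, which is 42.9% against 3.8% of the 17942 tested genes with a chromosome (Fisher's exact test, two-sided, odds ratio 19.3, p = 2.95e-08, adjusted p = 6.49e-07 over all chromosomes). This test was chosen after the symbols of Table S1 had been read. The share was 16.2% with array weights, 16.7% without the 3 libraries that stand apart, a setting chosen after seeing the data, 20.0% without WT-Con 5, 64.7% without Fat1-IR 5 and 66.7% without WT-IR 5, with an adjusted p under 0.05 in each. Fam84a (14146830 to 14152054), Colec11 (28594173 to 28623377), Gpr22 (31706867 to 31713947) and Pygl (70190811 to 70231488) lie there.
The 11 and 8 calls went to 5 and 2 without WT-IR 5 and to 25 and 17 without WT-Con 5. WT-Con 5 is in neither IR group, so its removal changed no fold change here, only the spread shared by the 4 groups. The IR groups fitted alone gave 6 and 5 calls. Without the 3 libraries that stand apart, a setting chosen after seeing the data, there were 15 and 30. Of 32 settings, the call of Gpr22 was lost in 24, that of Pgam1 in 23, that of Colec11 in 16, those of Tent5a and Ahsa2 in 12 each and that of Pygl in 6, and Ceacam2 lost its call in 22 of 31.

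**Figure D3:**
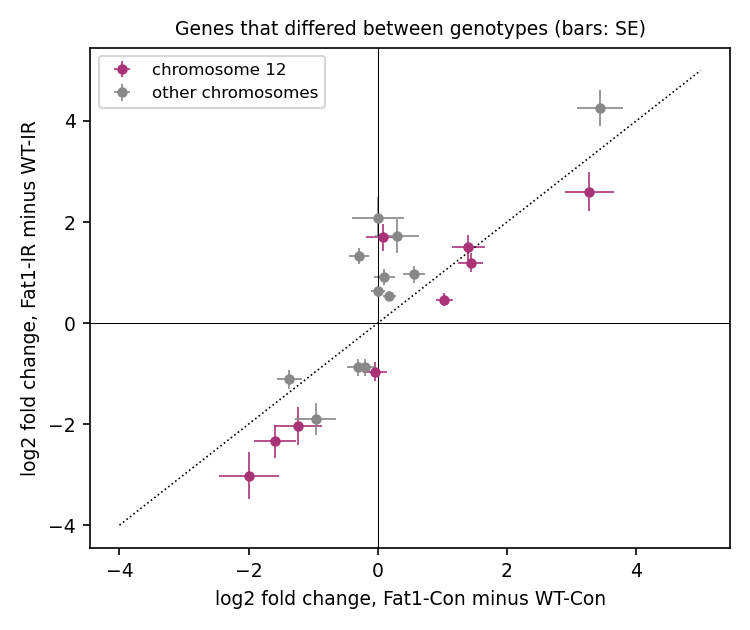
Log2 difference between *fat-1* and WT hearts in control hearts (x axis) and in IR hearts (y axis) for the genes called in either comparison, with standard errors, 5 hearts per group. Genes on chromosome 12 are coloured, and the dotted line marks equal differences. Mboat2 lies at 1.44 and 1.19, and Nle1 at -0.29 and 1.34.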

DEGs were listed in Supplementary Table S1.

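The genes of Table S1 that could be tested moved in the direction the table lists in all 4 comparisons. The table was made from these same hearts and lists genes chosen for their change. Agreement in direction or in unadjusted p therefore checks the processing and is not independent evidence. In WT hearts this held for 282 of 282 genes listed as upregulated by IR and for 221 of 221 listed as downregulated, and in *fat-1* hearts for 391 of 391 and 266 of 266. Between the IR groups it held for 26 of 26 genes listed as higher in Fat1-IR, such as Nle1 and the chaperone gene Hspd1, and for 22 of 22 listed as lower, such as Id1 and the complement gene C1qc. Between the control groups it held for the 3 genes listed as higher, Mboat2, Pygl and Pqlc3.
The same calls were made here by limma for 247 of the 282 and 179 of the 221 genes in WT hearts, and for 186 of the 391 and 111 of the 266 genes in *fat-1* hearts. For Fat1-IR compared with WT-IR, 7 of the 26 and 5 of the 22 were called. The listed genes had an unadjusted p under 0.05 here in 280, 220, 371, 255, 26 and 22 cases, in the same order. Across listed genes, Pearson's correlation of the paper's log2 fold changes with those found here was 0.983 for WT-IR against WT-Con (503 genes), 0.960 for Fat1-IR against Fat1-Con (657 genes) and 0.956 for Fat1-IR against WT-IR (48 genes), and genes are not independent replicates. These values pool genes listed as higher and lower, so they also reflect the sign. Among genes listed as higher the correlation was 0.891, 0.846 and 0.875, in the same order, and among those listed as lower 0.914, 0.984 and 0.816. Of 76 log2 fold changes of genes that the paper names, 76 had the same sign and 71 differed by no more than the gene's residual SD in the fit. For Id1 in WT hearts the paper's value is 2.55 and equals the value found here to the second decimal.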

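Macrophage genes were lower and several chaperone genes higher in Fat1-IR than in WT-IR hearts among the genes of Figure 2I, but most did not pass limma's test over all genes. Retnla, a marker of alternatively activated macrophages, had 10.4 ± 1.93 FPKM in WT-IR and 3.80 ± 2.68 FPKM in Fat1-IR (SD, n = 5 hearts per group; log2 fold change -1.65, adjusted p = 0.127). C1qc, a chain of complement C1q made by macrophages, had 16.3 ± 1.21 and 10.2 ± 1.57 FPKM (log2 fold change -0.68, adjusted p = 0.134). The transglutaminase F13a1 (log2 fold change -0.57, adjusted p = 0.163) and the Fc receptor Fcgr3 (log2 fold change -0.78, adjusted p = 0.203) were lower by less than a factor of 2.
All 20 macrophage markers were lower in Fat1-IR, with a median log2 difference of -0.52 (camera, adjusted p = 9.99e-22, which holds with an estimated correlation at adjusted p = 0.00196). By limma, none was called over all genes, 13 had an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone. The list holds genes of Table S1 and of Figure 2I and is not independent evidence of its direction. A median of -0.35 between the control groups stands beside it, and the interaction of the list was -0.18 (camera, adjusted p = 0.00777, and adjusted p = 0.383 with an estimated correlation). Markers of fibroblasts, the cells of the interstitium, were lower as well, with 13 of 13 members and a median of -0.28 (camera, adjusted p = 5.78e-09, and adjusted p = 0.0606 with an estimated correlation). None of these 13 passed limma's test, and 6 had an unadjusted p under 0.05.
Id1 had 8.26 ± 2.80 FPKM in Fat1-IR (log2 fold change -1.14, adjusted p = 0.0851) and was called lower in 4 of 32 settings, such as array weights. G0s2, an inhibitor of triglyceride breakdown, differed by -1.18 (adjusted p = 0.493). Higher in Fat1-IR, without passing the test, were the GTPase gene Gimap9 (log2 fold change 1.17, adjusted p = 0.112), the hyaluronan-binding protease Habp2 (log2 fold change 0.96, adjusted p = 0.182) and the noncoding RNA Dleu2 (log2 fold change 0.64, adjusted p = 0.112).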

DEGs between WT and *fat-1* mice subjected to IR were shown in The Volcano plot and heatmap (Figures 2H, I). Gene set enrichment analysis (GSEA) predicted various biological processes influenced by n-3 PUFAs in the hearts subjected to IR (Figure 2J). These processes encompassed morphological and functional regulation, including protein refolding, negative regulation of cell development, cell morphogenesis, and negative regulation of G protein-coupled receptor signaling pathways. Additionally, survival regulation included the extrinsic apoptotic signaling pathway, while metabolic regulation encompassed the regulation of ATP-dependent activity and carbohydrate catabolic processes. These findings align with our functional analyses, ATP production measurement and observations related to cell survival.

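Chaperone genes of protein refolding were higher in Fat1-IR than in WT-IR hearts as a group. Hspd1, the mitochondrial chaperonin HSP60, had 177 ± 22.8 FPKM in WT-IR and 286 ± 77.2 FPKM in Fat1-IR (SD, n = 5 hearts per group; log2 fold change 0.66, adjusted p = 0.0807). Bag3, a co-chaperone that protects the sarcomere, had 111 ± 30.3 and 205 ± 54.5 FPKM (log2 fold change 0.88, adjusted p = 0.0914). Dnaja4 (log2 fold change 0.95, adjusted p = 0.3) and Hspa1l (log2 fold change 0.91, adjusted p = 0.331), both chaperones of the HSP70 system, did not pass the test either.
All 33 heat shock chaperones and co-chaperones were higher in Fat1-IR, with a median log2 difference of 0.51 (camera, adjusted p = 1.13e-26, which holds with an estimated correlation at adjusted p = 0.0328). Only Ahsa2 was called over all genes, 23 had an unadjusted p under 0.05, and 14 were higher when adjusted over the list alone. The list holds genes of Table S1 and is not independent evidence of its direction. Hsph1 (log2 fold change 1.47, adjusted p = 0.0851) was called higher in 5 of 32 settings and Dnaja1 (log2 fold change 1.35, adjusted p = 0.0807) in 4, both among others without WT-IR 1. WT-IR 4 had the lowest mean of this list among the IR hearts.
Of genes in Figure 2I that act in cell morphogenesis, Enah, a regulator of actin filaments, had a log2 difference of 0.97 (adjusted p = 0.46), the semaphorin Sema4b of 0.69 (adjusted p = 0.134) and the cadherin Cdh22 of -1.11 (adjusted p = 0.203). Of 19 negative regulators of GPCR signaling, 10 were higher and 9 lower, with a median of 0.04 (camera, adjusted p = 0.979). By limma, none was called over all genes or when adjusted over the list alone, and at an unadjusted p under 0.05 there were 2 higher and 1 lower. This list holds genes of Table S1 too and is not independent evidence of its direction. Arrb1, the β-arrestin that uncouples receptors from G proteins, had a difference of -0.57 (adjusted p = 0.174), and Gprasp1, which sorts receptors for degradation, of 0.59 (adjusted p = 0.421). The dopamine receptor Drd2 lay at 0.852 ± 0.232 FPKM in WT-IR and 0.367 ± 0.0624 in Fat1-IR (adjusted p = 0.167).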

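Among genes of carbohydrate breakdown, Pygl was higher and Pgam1 lower in Fat1-IR than in WT-IR hearts. No gene of extrinsic apoptosis passed limma's test between these groups. Between the control groups, Pygl differed by 1.40 on the log2 scale (limma, adjusted p = 0.062) and Pgam1 by -0.30 (adjusted p = 0.757). Dedd2, a death effector domain protein, had 2.82 ± 0.263 FPKM in WT-IR and 4.43 ± 0.379 FPKM in Fat1-IR (SD, n = 5 hearts per group; log2 fold change 0.63, adjusted p = 0.163).
Of 21 genes of extrinsic apoptosis, which death receptors trigger, 12 were higher and 9 lower in Fat1-IR, with a median log2 difference of 0.22 (camera, adjusted p = 0.0737). At an unadjusted p under 0.05, 4 were higher, and 1 was higher when adjusted over the list alone. Of 27 genes of glycolysis and glycogen breakdown, 3 passed the test, among them Pygl, which was higher, and Pgam1, which was lower, and 24 did not, and the same genes passed when adjusted over the list alone. The median of this list was 0.11 (camera, adjusted p = 0.341), and since it holds genes of Table S1 it is not independent evidence of its direction. Of the 30 nuclear genes of oxidative phosphorylation, which supplies most ATP of the heart, 26 were higher in Fat1-IR, with a median of 0.10 (camera, adjusted p = 0.0551). None was called by limma, and 1 had an unadjusted p under 0.05. Their mean was highest in Fat1-IR 1 among the IR hearts, and without that heart the median was -0.01 (camera, adjusted p = 0.273). The 13 mRNAs of the mitochondrial genome, which encode the remaining subunits, had a median of -0.39 (camera, adjusted p = 0.0127, and adjusted p = 0.627 with an estimated correlation), which went to -0.055 and was no longer past camera without Fat1-IR 1.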

### Endogenous n-3 PUFAs regulate contractile-associated protein kinases and synchronize PI3K-AKT-mTOR phosphorylation in post-IR myocardium

We investigated the potential involvement of intracellular phosphorylation signaling pathways following gene set enrichment analysis. Initially, we examined the PI3K-AKT-mTOR signaling pathway (Figures 3A–D), a well-known regulator of cell metabolism, proliferation, and survival. In post-IR WT hearts, the phosphorylation levels of PI3K, AKT, and mTOR remained unchanged, were upregulated, and remained unchanged, respectively. However, all these signaling molecules were upregulated in Fat1-IR mice compared with WT-Con mice. This suggests that these signaling molecules became uncoupled in response to IR while elevated endogenous n-3 PUFAs synchronized the activation of this signaling axis.

**FIGURE 3:**
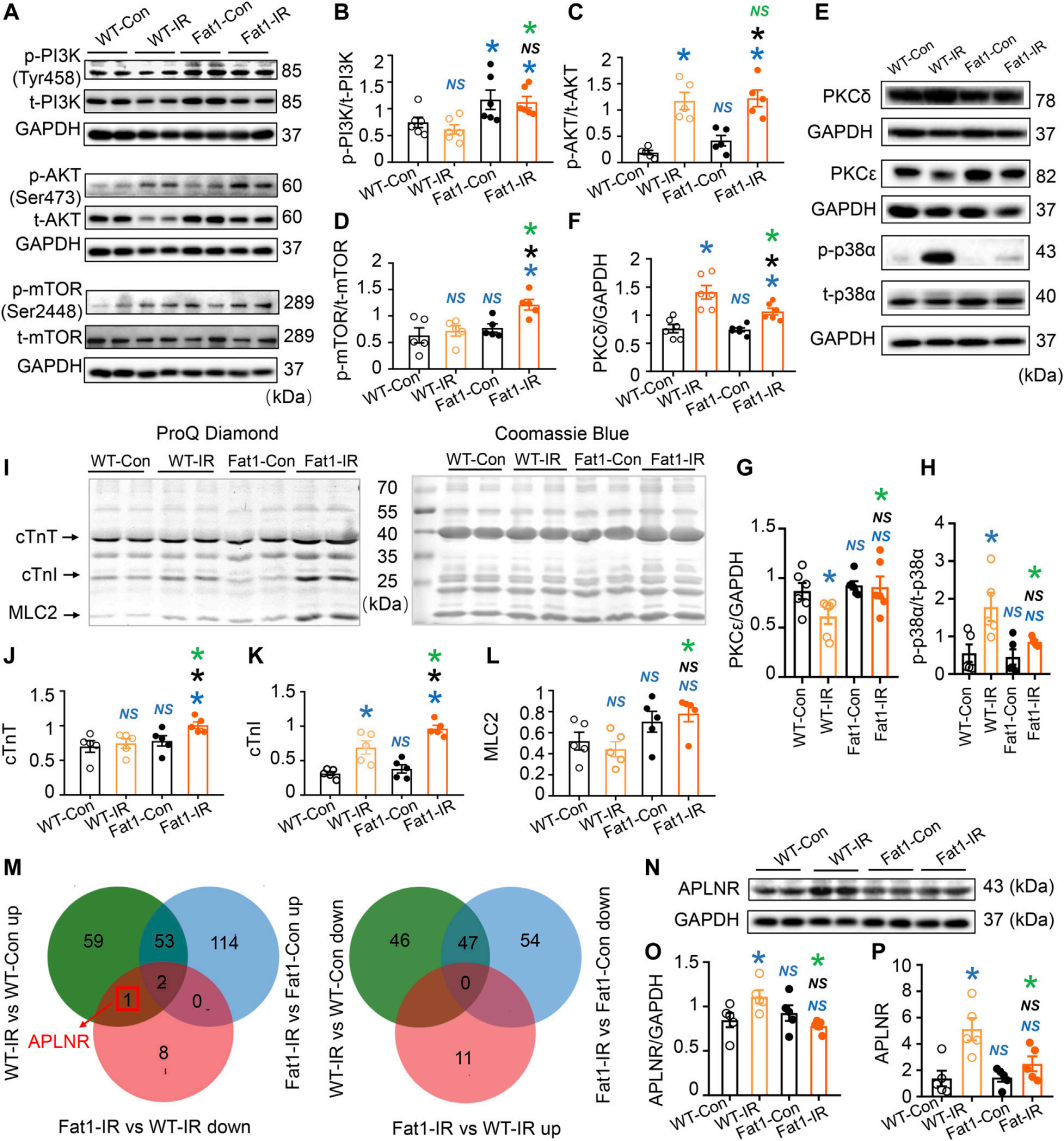
Expression of protein kinases, phosphorylation of myofilaments, and prediction of novel regulatory mechanisms induced by n-3 PUFAs in IR myocardia. **(A–D)** Representative images and quantitative analysis of expression of phosphorylated (p-) and total (t-) PI3K, AKT, and mTOR. **(E–H)** Representative images and quantitative analysis of PKCδ, PKCε, p-p38α, t-p38α, and GAPDH. *n* = 5-6 mice per group. (**I**) ProQ phosphorylation staining and Coomassie staining of cardiac myofilaments in the heats (WT and *fat-1*) with or without IR. **(J–L)** Quantitative analysis of phosphorylation levels of cTnT, cTnI, and MLC2. *n* = 5 mice per group. **(M)** Venn diagram of the differentially expressed genes (DEGs) in two comparison groups. **(N,O)** Representative images and the quantitative analysis of protein expression of APLNR in the hearts (WT and *fat-1*) with or without IR. *n* = 5 mice per group. **(P)** Quantitative analysis of gene expression of APLNR in non-IR and IR hearts. *n* = 5 mice per group. Data are shown as the mean ± SEM; *p < 0.05 vs. WT-Con (blue), Fat1-Con (black) or WT-IR (green); NS, not significant compared with WT-Con (blue), Fat1-Con (black) or WT-IR (green).

Next, we assessed the expression of PKCδ, PKCε, and p-p38α, which are associated with myocardial contractility in reperfused hearts (Yang and Pyle, 2012; Li et al., 2020). We found that the protein expression of PKCε was downregulated, while the expression of PKCδ and p-p38α was upregulated in WT-IR myocardia. Compared with WT-IR mice, Fat1-IR mice have higher expression levels of PKCε but lower expression levels of PKCδ and p-p38α (Figures 3E–H).

Furthermore, we evaluated the phosphorylation levels of cardiac myofilaments after observing their involvement in G protein-coupled receptor (GPCR)-activated protein kinase signal transduction. We found that IR increased cardiac troponin I (cTnI) phosphorylation levels in WT mice. However, under IR conditions, *fat-1* mice had higher phosphorylation levels of cTnT, cTnI, and myosin light chain 2 (MLC2) than WT mice (Figures 3I–L). These findings suggest that myofilament phosphorylation represents a potential target of n-3 PUFAs.

### APLNR inhibition associated with improved cardiac function

We explored the regulatory mechanisms of endogenous n-3 PUFAs involved in preventing reperfusion injury. Using Venn diagram analysis (Figure 3M), we found that the gene encoding apelin receptor (APLNR, also known as APJ) is upregulated by IR, but this upregulation is inhibited by n-3 PUFAs under IR conditions. 

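Aplnr (ENSMUSG00000044338), the receptor of the peptides apelin and Elabela, was upregulated by IR in WT hearts and did not pass limma's test in *fat-1* hearts or between the IR groups. Its level was 1.25 ± 0.447 FPKM in WT-Con, 6.34 ± 2.71 in WT-IR, 1.82 ± 0.829 in Fat1-Con and 2.48 ± 0.806 in Fat1-IR (SD, n = 5 hearts per group). In WT hearts the log2 fold change was 2.18 (standard error 0.39, adjusted p = 0.00272), and every WT-IR heart lay above every WT-Con heart (exact permutation test, two-sided, p = 0.00794, the smallest that the 252 splits allow). In *fat-1* hearts it was 0.56 (standard error 0.39, adjusted p = 0.593), with an exact permutation p of 0.302. With 1 heart left out at a time, this value ranged from 0.15 without Fat1-Con 4 to 0.73 without Fat1-Con 1. By limma, Fat1-IR differed from WT-IR by -1.24 (standard error 0.39, adjusted p = 0.384). Of the Fat1-IR hearts, 4 of 5 lay below every WT-IR heart, and the exact permutation test of this gene alone gave p = 0.0159. The paper chose Aplnr by its change in these same hearts, so its permutation p-values are not independent evidence.
The gene lies on chromosome 2, 85136225 to 85139923, of mm10. Fat1-Con differed from WT-Con by 0.38 (standard error 0.39, adjusted p = 0.792), with an exact permutation p of 0.444. The interaction of genotype and IR was -1.62 (standard error 0.55, adjusted p = 0.831), so the smaller response in *fat-1* hearts did not pass the test over all genes. In WT-IR the values were 2.45 FPKM in heart 1 and between 5.10 and 8.98 FPKM in the other 4, and Fat1-Con 4 had 0.437 FPKM against at least 1.82 in the other Fat1-Con hearts.
At the paper's thresholds for the Venn diagram, an adjusted p under 0.05 and a fold change over 2, 162 genes were upregulated by IR in WT hearts and 5 were lower in Fat1-IR than in WT-IR, among them Zfp125, Gm19196, Colec11 and CT030636.1. By limma, 1240 genes had an unadjusted p under 0.05 between the IR groups. The called lists share 0 genes, where 0.0445 are expected for independent lists. With lists this short 0 is the likely outcome, and both use the WT-IR hearts, so they are not independent. At a fold change over 1.5, Pgam1 was in both. Of the 112 genes downregulated by IR in WT hearts, 0 were among the 8 that were higher in Fat1-IR than in WT-IR. For independent lists 0.0492 are expected, so 0 is the likely outcome here too. Over all settings tried, each of them a limma fit, the adjusted p of Aplnr between the IR groups lay between 0.138 and 0.787.

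**Figure D4:**
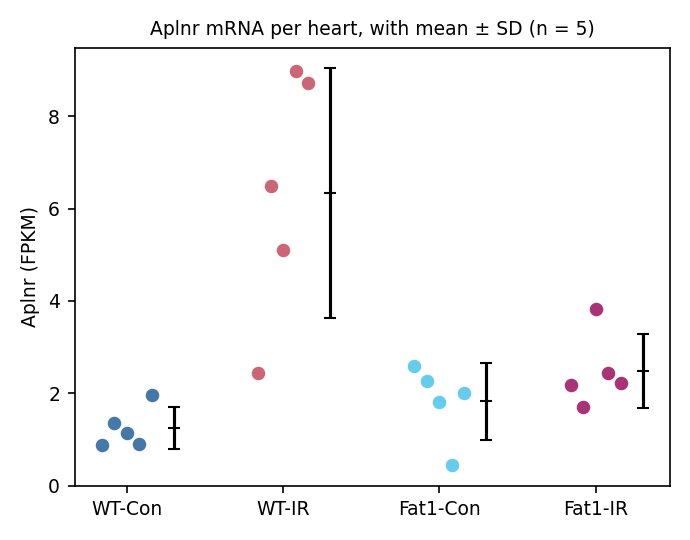
FPKM of Aplnr in each of the 20 hearts by group. Points are hearts and bars are the mean ± SD of 5 hearts, with means of 6.34 FPKM in WT-IR and 2.48 FPKM in Fat1-IR.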

Next, the expression levels of APLNR protein and gene were verified using Western blotting (Figures 3N, O) and RT-qPCR (Figure 3P), respectively, and the results were consistent with the transcriptomics data. This suggests that APLNR is likely involved in the cardioprotective effects of n-3 PUFAs.

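Apln, which encodes the ligand of the receptor, stayed between means of 4.57 and 5.04 FPKM in the 4 groups and did not pass limma's test in any comparison, with a log2 fold change of 0.07 (adjusted p = 0.936) in WT hearts and of -0.12 (adjusted p = 0.865) in *fat-1* hearts. The angiotensin receptor Agtr1a (log2 fold changes -0.04 and -0.34) and the lipid-sensing nuclear receptor Pparg (0.10 and 0.37), the other members of this list, did not pass it either. Aplnr is expressed in endothelium, and 14 of 17 endothelial markers were lower in Fat1-IR than in WT-IR, with a median log2 difference of -0.22 (camera, adjusted p = 5.12e-06, and adjusted p = 0.0606 with an estimated correlation). By limma none of them was called, 5 had an unadjusted p under 0.05, and the lowest was Eng, a TGF-β co-receptor, at -0.50 (adjusted p = 0.163).
Both comparisons of Aplnr use the same WT-IR hearts. When these were divided between the comparisons in all 20 ways, its log2 difference from the controls was 1.49 to 2.79, and its difference between Fat1-IR and the remaining WT-IR hearts was -1.85 to -0.55. From the rise of the gene after IR in WT hearts and its lower level in *fat-1* hearts, together with its protein and RT-qPCR measurements, the paper proposes that APLNR takes part in the protection by n-3 PUFAs. The paper also rests this proposal on hearts treated with an antagonist or an agonist of the receptor and on cells treated with EPA. Those data were not analysed here.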

Furthermore, we observed that treatment with APLNR antagonist partially restored the LVDP, dP/dt(max), and RPP and suppressed the increase in LVEDP and dP/dt(min) in WT-IR hearts (Figures 4A–C). Additionally, TTC staining results showed that the APLNR antagonist reduced the infarction area in reperfused mouse hearts (Figure 4D). Therefore, these results indicate that APLNR inhibition improves cardiac contraction and relaxation and protects cardiac structure, consistent with those of endogenous n-3 PUFAs.

**FIGURE 4:**
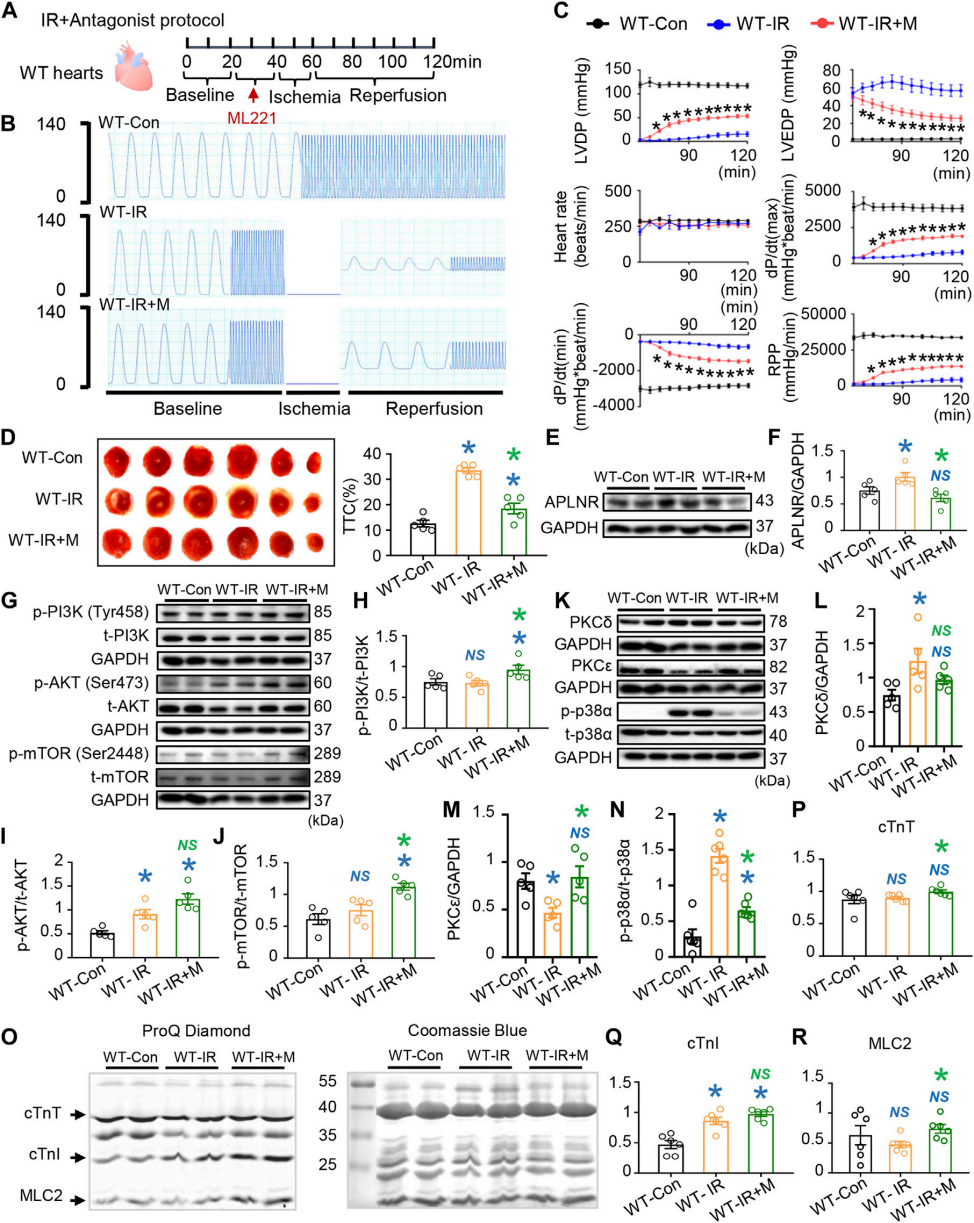
Effects of apelin receptor (APLNR) antagonist (ML221) on post-IR WT hearts. **(A)** Antagonist treatment protocol. “M” indicates APLNR antagonist ML221. **(B)** Representative traces of left ventricular pressure for the WT-Con, WT-IR, and WT-IR + M groups. **(C)** Functional measurements include heart rate, left ventricular developed pressure (LVDP), left ventricular end-diastolic pressure (LVEDP), dP/dt(max), dP/dt(min), and rate pressure product (RPP). *n* = 7–8 mice per group. **(D)** Representative images and quantitative analysis of TTC staining in hearts of WT-Con, WT-IR, and WT-IR + M groups. n = 5 mice per group. **(E,F)** Protein expression of APLNR in IR myocardia after treatment with ML221. **(G–J)** Representative images and quantitative analysis of expression of phosphorylated (p-) and total (t-) PI3K **(H)**, AKT **(I)**, and mTOR **(J)**. *n* = 5 mice per group. **(K–N)** Representative images and quantitative analysis of expression of PKCδ **(L)**, PKCε **(M)**, and phosphorylated (p-) and total (t-) p38α **(N)**. *n* = 5–6 mice per group. **(O)** Representative images of ProQ phosphorylation staining and Coomassie staining of cardiac myofilaments. Quantitative analysis of phosphorylation levels of cTnT **(P)**, cTnI **(Q)**, and **(R)**. *n* = 6 mice per group. Data are shown as the mean ± SEM; *p < 0.05 vs. WT-Con (blue) or WT-IR (green); NS, not significant compared with WT-Con (blue) or WT-IR (green).

Subsequently, we investigated APLNR-mediated signaling activation in reperfused mouse hearts. Firstly, we verified that APLNR expression was upregulated in WT hearts post-IR, an effect suppressed by ML221 (Figures 4E, F). Next, ML221 treatment increased the phosphorylation of PI3K and mTOR and maintained AKT phosphorylation in WT hearts post-IR (Figures 4G–J). These results suggest that APLNR inhibition synchronized the activation of PI3K, AKT, and mTOR in post-IR WT hearts, compared with that in untreated hearts, which showed AKT activation alone. This synchronized activation of the PI3K-AKT and mTOR pathways resembled that observed in post-IR hearts protected by endogenous PUFAs (Figures 3A–D).

Additionally, ML221 treatment suppressed the increased phosphorylation of p38α in post-IR WT hearts (Figures 4K, N). After IR, PKCδ expression increased but PKCε expression decreased in WT hearts (Figures 4K–M). Similar to the APLNR inhibition induced by endogenous n-3 PUFAs in post-IR hearts, ML221 restored the expression of PKCε and prevented the expression of PKCδ and p-p38α after IR (Figures 3F–H).

The phosphorylation of cardiac myofilaments (cTnT, cTnI, and MLC2) was also assessed to identify the targets of APLNR inhibition in post-IR WT hearts (Figures 4O–R). Similar to the findings in *fat-1* IR hearts with APLNR inhibition, ML221 increased cTnT phosphorylation in post-IR WT hearts but did not further increase cTnI phosphorylation (Figures 4O–Q; Figures 3I–K). Endogenous n-3 PUFAs (APLNR inhibited) and the APLNR antagonist increased MLC2 phosphorylation in post-IR *fat-1* and post-WT hearts, respectively (Figure 4R; Figure 3L).

In conclusion, APLNR inhibition benefits cardiac contraction and relaxation, synchronizes phosphorylation of the PI3K-AKT-mTOR axis, and regulates contractile-associated protein kinases and myofilament phosphorylation.

### APLNR agonist abolishes the protective effects provided by endogenous n-3 PUFAs

Treatment with the APLNR agonist (apelin-13) significantly reversed the heart rate, LVDP, LVEDP, dP/dt(max), dP/dt(min), and RPP improvements brought about by endogenous n-3 PUFAs in post-IR *fat-1* hearts (Figures 5A–C). These functional results confirm that endogenous n-3 PUFAs protect post-IR hearts through APLNR inhibition. Apelin-13 increased APLNR expression in the post-IR *fat-1* myocardia (Figures 5D, E). Apelin-13 reduced PI3K and mTOR phosphorylation levels, while AKT phosphorylation levels remained unchanged in the post-IR *fat-1* myocardia (Figures 5F–I). Furthermore, apelin-13 increased PKCδ expression and p-p38α phosphorylation while decreasing PKCε expression in post-IR *fat-1* hearts (Figures 5J–M). Therefore, the protein expression results suggest that the upregulation of APLNR can disrupt the endogenous n-3 PUFAs-activated PI3K-AKT-mTOR signaling axis and mediate contraction-related signaling pathways, including PKC and p38 MAPK pathways.

**FIGURE 5:**
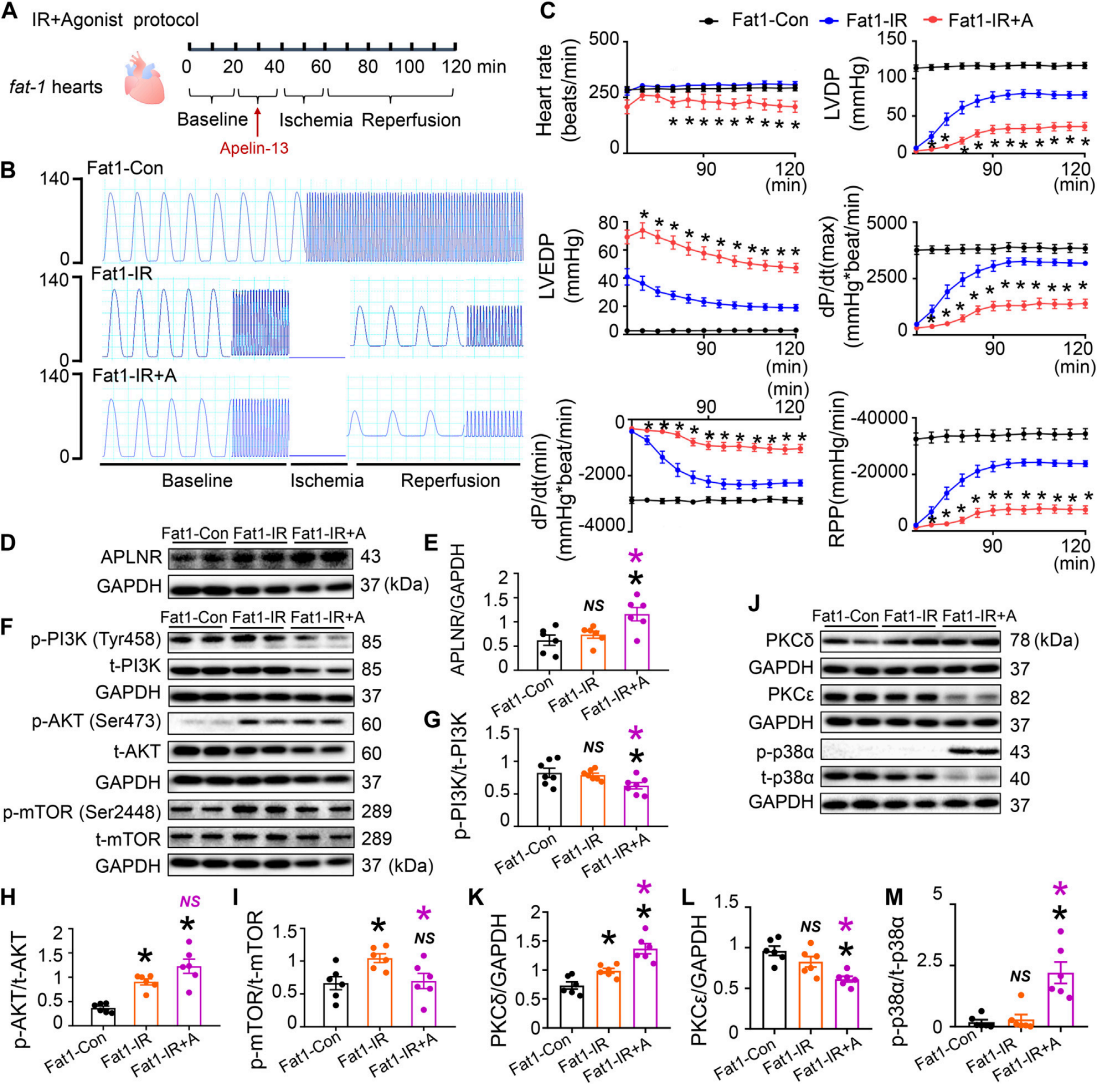
Role of apelin receptor (APLNR) agonist (Apelin-13) in the reperfused *fat-1* heart. **(A)** Agonist treatment protocol. Fat1-IR hearts were subjected to 20 min of global ischemia, followed by 20 min of apelin-13 treatment and 20 min of ischemia. Both the Fat1-IR and Fat1-IR + A groups were reperfused for 60 min. The non-IR groups were not subject to global ischemia. **(B)** Representative traces of left ventricular pressure for the Fat1-Con, Fat1-IR, and Fat1-IR + A groups. **(C)** Functional measurements include heart rate, left ventricular developed pressure (LVDP), left ventricular end-diastolic pressure (LVEDP), dP/dt(max), dP/dt(min), and rate pressure product (RPP). *n* = 7–8 mice per group. **(D,E)** Protein expression of APLNR in IR myocardia after treatment with apelin-13. **(F–I)** Representative images and quantitative analysis of expression of phosphorylated and total PI3K **(G)**, AKT **(H)**, and mTOR **(I)**. *n* = 6 mice per group. **(J–M)** Representative images and quantitative analysis of expression of PKCδ **(K)**, PKCε **(L)**, and phosphorylated (p-) and total (t-) p38α **(M)**. n = 6 mice per group. Data are shown as the mean ± SEM; *p < 0.05 vs Fat1-Con (black) or Fat1-IR (purple); NS, not significant compared with Fat1-Con (black) or Fat1-IR (purple).

### EPA is a key player in APLNR inhibition-induced cardioprotection under ischemic condition

*In vitro* experiments conducted on EPA-treated H9C2 cells under hypoxia-reoxygenation (simulated IR conditions) revealed alterations in cell morphology and components of intracellular signaling pathways (Figure 6A). HR significantly damaged the organization of H9C2 cells; however, EPA partially maintained the morphology of cells subjected to HR (Figure 6B). Protein expression of APLNR was inhibited by EPA treatment in HR cells (Figures 6C, D), which aligns with the findings in post-IR *fat-1* hearts with elevated n-3 PUFA levels (mainly EPA; Figures 3N, O). EPA treatment synchronized the phosphorylation of the PI3K-AKT-mTOR signaling axis in post-HR cells (Figures 6C, E–G), mirroring the findings in post-IR *fat-1* hearts that also showed synchronization of this signaling axis (Figures 3A–D). Furthermore, the expression of PKCδ and p-p38α was decreased by EPA treatment in HR cells (Figures 6H, I, K), consistent with the effects observed in the post-IR *fat-1* mouse myocardia (Figures 3F, H). Additionally, EPA did not alter PKCε expression (Figure 6J). These results suggest that EPA is crucial in mediating APLNR inhibition-dependent cardioprotective signaling under ischemic conditions.

**FIGURE 6:**
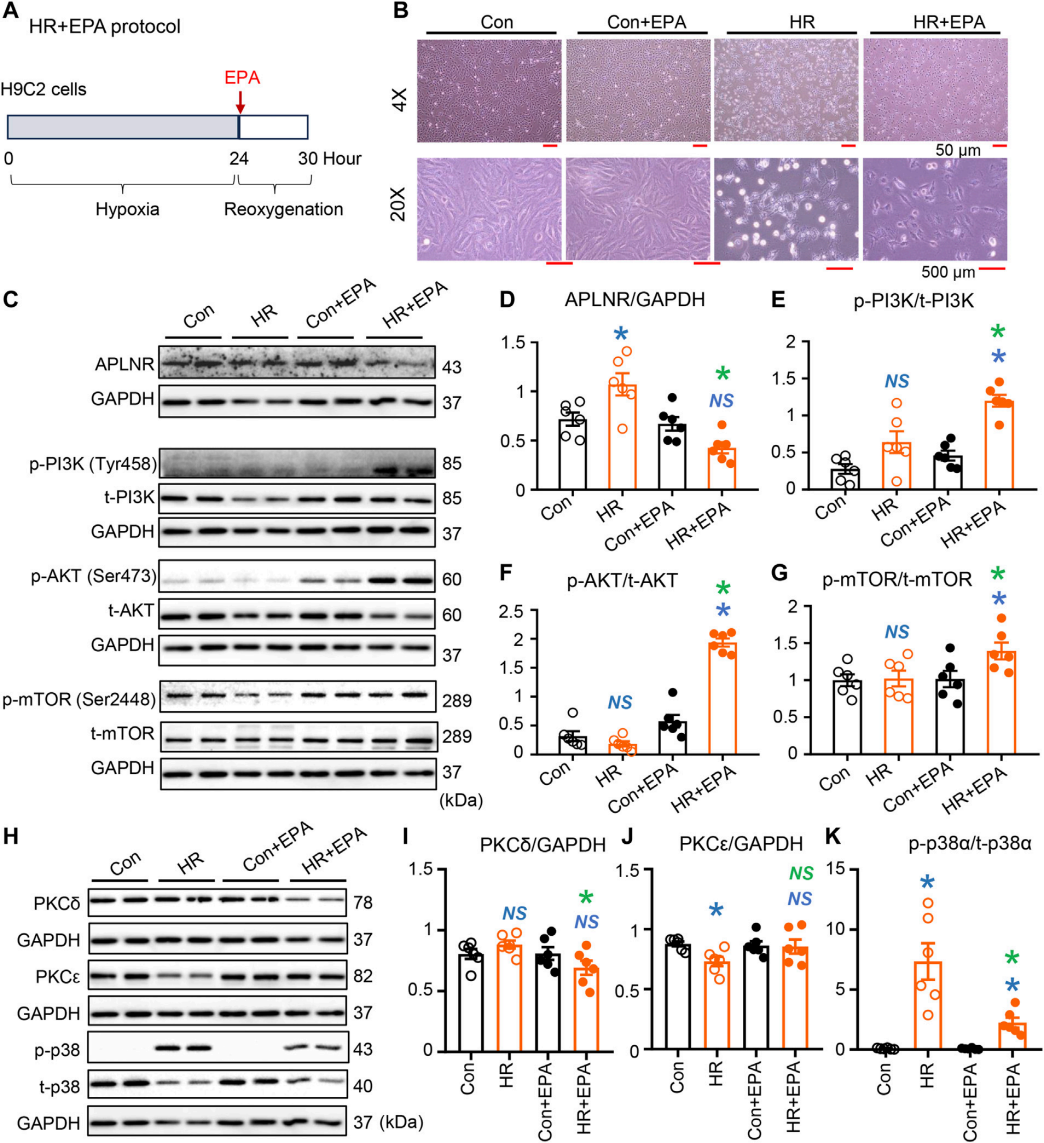
Expression of intracellular protein kinases in EPA-treated H9C2 cells under simulated IR conditions. **(A)** EPA treatment protocol. Cells were deprived of oxygen for 24 h, then EPA was added and reoxygenated for 6 h. EPA treatment improved morphology of the cell subjected to HR **(B)**. Protein expression of APLNR was inhibited in hypoxia-reoxygenation (HR) cells after treatment with EPA **(C,D)**. EPA treatment alters the activation of the PI3K-AKT-mTOR signaling axis, as displayed in the representative images **(C)** and quantitative analysis of expression of phosphorylated and total PI3K **(E)**, AKT **(F)**, and mTOR **(G)**. *n* = 6 mice per group. **(H–K)** Representative images and quantitative analysis of expression of PKCδ **(I)**, PKCε **(J)**, and phosphorylated (p-) and total (t-) p38α **(K)**. *n* = 6 mice per group. Data are shown as the mean ± SEM; *p < 0.05 vs. Con (blue) or HR (green); NS, not significant compared with Con (blue) or HR (green).

## Discussion

In this study, we investigated the cardioprotective effects and underlying mechanisms of endogenous n-3 PUFAs in mice subjected to IR. Our findings revealed that endogenous n-3 PUFAs in the myocardium preserve contractile function by modulating intracellular signaling pathways in Langendorff-prepared IR hearts. Furthermore, we identified and confirmed APLNR as a mediator of n-3 PUFAs-dependent intracellular signaling. Specifically, inhibiting APLNR led to the synchronized activation of the PI3K-AKT-mTOR signaling pathway, favorable changes in the expression profiles of PKC and p-p38α (with suppression of PKCδ and p-p38α and upregulation of PKCε), and the maintenance or enhancement of myofilament phosphorylation (cTnT, cTnI, MLC2) in the hearts protected by n-3 PUFAs during IR (Figure 7). Consequently, inhibiting this receptor reduced the myocardial infarcted area and improved the contraction and relaxation of the reperfused hearts. This study identifies novel targets of n-3 PUFAs in the myocardium following IR and provides insights into new therapeutic strategies for mitigating IR injury.

**FIGURE 7:**
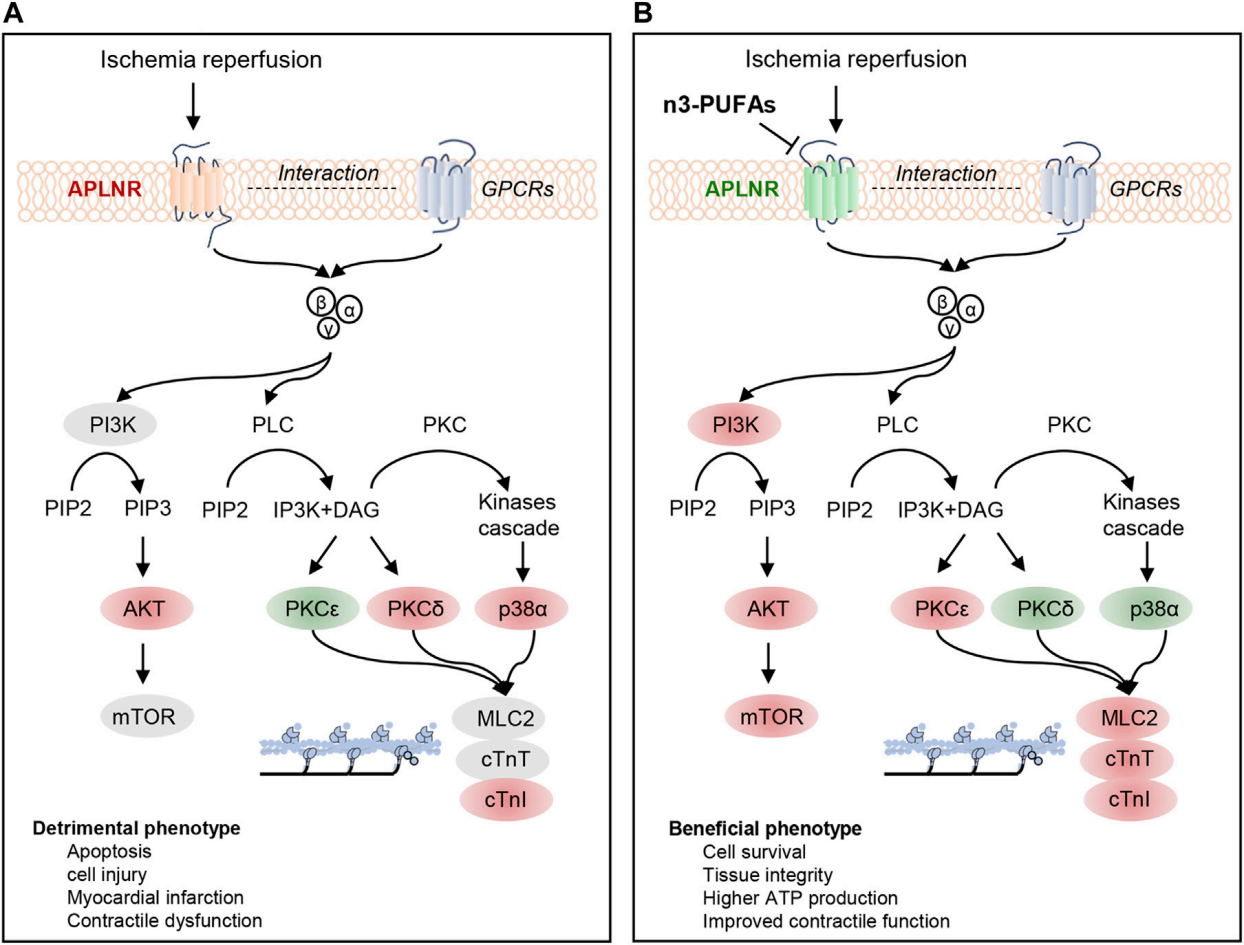
Regulatory mechanisms of APLNR inhibition in ischemia-reperfused hearts protected by n-3 PUFAs. **(A)** Ischemia-reperfusion (IR) activates the apelin receptor (APLNR) and is associated with the phosphorylation of partially PI3K-AKT-mTOR signaling axis, increased expression of p-p38α and PKCδ, decreased expression of PKCε, and elevated phosphorylation levels of cTnI. **(B)** n3-PUFAs inhibit the expression of APLNR, leading to synchronized activation of the PI3K-AKT-mTOR signaling axis, decreased expression of PKCδ and p-p38α, and increased expression of PKCε. APLNR inhibition induced by n-3 PUFAs leads to beneficial phenotypes. Red indicates an increase in protein expression or phosphorylation compared with WT-Con or WT-IR, while green indicates a decrease in protein expression or phosphorylation compared with those in WT-Con or WT-IR.

### APLNR inhibition induced by endogenous n-3 PUFAs is a novel cardioprotective mechanism after IR

APLNR is a GPCR with seven transmembrane domains, first reported in 1993 (O'Dowd et al., 1993). APLNR is found in various organs and tissues, including the heart (Medhurst et al., 2003). This receptor has two known endogenous ligands, apelin and Elabela/Toddler (Tatemoto et al., 1998; Chng et al., 2013; Pauli et al., 2014). Apelin exerts dose-dependent positive inotropy and acute cardiovascular effects in humans (Szokodi et al., 2002; Japp et al., 2010). Infusion of apelin increased stroke volume in ischemic cardiomyopathic rat hearts induced by left anterior descending coronary artery ligation (Berry et al., 2004). Apelin regulates G proteins in fatty acid metabolism and interacts with intracellular signaling pathways including PI3K/AKT, MAPK, PKC pathways(Yue et al., 2011; Vitale et al., 2022). Furthermore, APLNR may signal in the absence of endogenous ligands. This receptor formed heterodimer with angiotensin II receptor, κ-opioid receptor and other GPCRs to modulate G protein mediated signal transduction(Chun et al., 2008; Li et al., 2012; O'Carroll et al., 2013). APLNR also acted as a mechanosensory to induce cardiomyocyte stretch in an apelin-independent manner (Scimia et al., 2012).

APLNR is crucial for heart development, cardiac function, energy metabolism, and cell differentiation (Pitkin et al., 2010; Deshwar et al., 2016). Under pathological conditions, accumulating evidence suggests that the apelin/APLNR system has multiple roles (Lu et al., 2017; de Oliveira et al., 2022). In terms of beneficial effects, apelin improved cardiac function in mice with post-myocardial infarction heart failure dilated cardiomyopathy (Berry et al., 2004; El Mathari et al., 2021). Furthermore, apelin also reduced blood pressure in DOCA salt-induced hypertensive rats (Akcılar et al., 2013). However, this receptor may become uncoupled from the activation of apelin in pathological heart conditions. For instance, apelin mRNA levels in the left ventricles were increased approximately 4.7- and 3.3-fold in coronary heart disease-induced and idiopathic dilated cardiomyopathy-induced chronic heart failure, respectively, whereas APLNR mRNA was downregulated in the left ventricle of coronary heart disease-induced heart failure (Földes et al., 2003). Furthermore, mouse hearts knocking out APLNR are resistant to pressure overload-induced dilated heart failure (Scimia et al., 2012).

We observed that the mRNA and protein expression of APLNR was upregulated in response to IR or HR conditions in *ex vivo* hearts or *in vitro* H9C2 cells, respectively. These findings are consistent with the increase in APLNR expression in reperfused hearts (approximately 15 min after ischemia) reported by Rastaldo et al. (2011). Furthermore, our study showed that the inhibition of this receptor, either by elevated endogenous n-3 PUFAs or ML221, improved contraction and relaxation in the post-IR mouse hearts. To the best of our knowledge, this is the first study to demonstrate that APLNR inhibition protects hearts against IR injury. Additionally, we found that APLNR inhibition reduced myocardial infarction. Since cardiac infarction is a causative factor in cardiac remodeling in ischemic hearts (Sutton and Sharpe, 2000), APLNR inhibition may enable IR hearts to resist chronic maladaptive remodeling, as observed in pressure overload hearts by Scimia et al. (2012).

### n-3 PUFA protects the heart by modulating the APLNR inhibition-dependent PKC and p38 MAPK signaling in the IR heart

Recent advances in RNA-seq have enabled the profiling of gene expression patterns in normal, diseased, or protected myocardia, allowing for the prediction and verification of novel signaling pathways and regulatory mechanisms using molecular biology techniques. In a prior study, we used RNA-seq analysis to identify that Slit2 protein reduces infarct size and maintains contractility in post-IR myocardia by inhibiting inflammatory signaling pathways (Li et al., 2020). Furthermore, RNA-seq analysis results revealed that n-3 PUFAs can preserve mitochondrial structure and function, protect cardiac contractile function, and regulate cardiac myofilaments (Li et al., 2022c). In this study, GSEA predicted that endogenous n-3 PUFAs protect IR hearts by influencing protein synthesis, GPCR signaling, ATP-dependent activity, cellular metabolism, apoptosis, and tissue structure. These findings align with functional measurements, histological examinations, and ATP content analyses. In our exploration of the regulatory mechanisms, we found that PKCδ, PKCε, p38α, PI3K, AKT, and mTOR signaling is mediated by n-3 PUFAs through APLNR inhibition in IR hearts.

In the PKC signaling pathway, upon activation, phospholipase C (PLC) cleaves phosphatidylinositol 4,5-bisphosphate (PIP2) into inositol 1,4,5-triphosphate (IP3) and diacylglycerol (DAG) (Gilman, 1987; Wang et al., 2018). The latter, together with or independently of Ca^2+^, acts as a second messenger to further activate PKC isoforms (Steinberg, 2008). Additionally, p38 MAPK is also regulated by G proteins (Gαs/i/q and Gβγ subunits) and a phosphorylation cascade (Yamauchi et al., 1997; Canovas and Nebreda, 2021). In pathological conditions, PKC isoforms can have both beneficial and detrimental effects on the heart. Detrimental effects include cardiomyocyte death, inflammation, cardiac hypertrophy, and fibrosis (Palaniyandi et al., 2009). In contrast, p38 MAPK is often referred to as a stress-activated protein kinase. It is activated by global ischemia and maintains its activity during reperfusion in isolated rat hearts (Bogoyevitch et al., 1996). p38 MAPK activation is associated with apoptosis in post-IR hearts, while its inhibition reduces the infarct area in post-IR hearts (Bogoyevitch et al., 1996; Ma et al., 1999; Armstrong, 2004). In this study, we observed that PKCδ and p-p38α expression were upregulated in post-IR myocardia/post-HR cells, and this upregulation was suppressed by treatment with elevated levels of endogenous n-3 PUFA/EPA. This suppression was associated with cardioprotective phenotypes in post-IR myocardia. These findings are consistent with those of our previous study, in which the suppressed expression of PKCδ or p-p38α was found in cardioprotection attributed to IR conditioning, CapZ deficiency, and Slit2 overexpression (Yang and Pyle, 2012; Li et al., 2020).

Furthermore, the activation of APLNR by the agonist apelin-13 upregulated PKCδ and p-p38α and downregulated PKCε in *fat-1* IR hearts, and this was associated with suppressed cardiac contractile function, suggesting that the cardioprotection by n-3 PUFAs is negated by APLNR activation under IR conditions. APLNR inhibition by ML221 maintained relatively lower expression of PKCδ and p-p38α and higher expression of PKCε in the WT hearts subjected to IR compared with post-IR hearts without antagonist treatment. APLNR inhibition by EPA in cells also resulted in decreased expression of PKCδ and p-p38α, indicating that APLNR inhibition regulates PKCδ and p-p38α. Furthermore, APLNR activation is linked to cAMP/PKA, PKC, and angiotensin AT1 receptor signaling (Chun et al., 2008).

These results suggest that n-3 PUFAs regulate PKC and p38 MAPK signaling to protect hearts through a G protein-coupled mechanism, namely, APLNR inhibition.

### n-3 PUFA protects the heart by modulating the APLNR inhibition-dependent PI3K-AKT-mTOR signaling axis in the IR heart

Our study, for the first time, demonstrates that n-3 PUFAs protect the heart from IR injury by regulating the PI3K-AKT-mTOR signaling pathway through APLNR inhibition. Activation of the apelin/APLNR system has been shown to regulate the PI3K-AKT-mTOR signaling pathway (Dagamajalu et al., 2022). The PI3K-AKT-mTOR signaling pathway can be activated by GPCR and receptor tyrosine kinase (RTK). When cell surface receptors bind to ligands or undergo conformational changes induced by other factors, PI3K is phosphorylated, catalyzing the conversion of PIP2 into phosphatidylinositol (3,4,5)-triphosphate (PIP3) (Auger et al., 1989). This, in turn, recruits AKT and leads to the phosphorylation of AKT. Activation of the PI3K/AKT signaling pathway results in the phosphorylation of multiple proteins, including mTOR (Hay and Sonenberg, 2004). mTOR is a central component of mTOR complex 1 (mTORC1) and −2 (mTORC2), and in the heart, its major downstream targets include protein synthesis, metabolism, and proliferation, similar to those in other tissues (Sciarretta et al., 2014; Sciarretta et al., 2018). Dysregulation of mTOR is implicated in heart diseases. For instance, mTOR inhibition with Torin 1 increases apoptotic cell death and infarct size in ischemic mouse hearts (Völkers et al., 2013). Cardiac-specific mTOR deletion in mice leads to abnormal activation of AKT, which is associated with cardiac dysfunction and sarcomere disarray (Zhu et al., 2013). Conversely, mTOR overexpression reduces interstitial fibrosis and preserves global cardiac function in post-IR mouse hearts (Aoyagi et al., 2012).

In this study, mTOR signaling was not activated in IR mouse hearts, whereas the PI3K-AKT-mTOR axis was fully activated in IR hearts protected by n-3 PUFAs. IR hearts with activation of the PI3K-AKT-mTOR axis exhibited beneficial phenotypes, including reduced infarction, lower apoptosis rates, and higher myocardial ATP contents, compared with those in IR hearts without mTOR activation. Although we did not verify the downstream targets of the PI3K-AKT-mTOR axis in this study, we can speculate, based on the GSEA and pathological examination, that the PI3K-AKT-mTOR axis contributes to reducing cardiomyocyte death, minimizing myocardial infarction, and maintaining metabolism and morphology.

Furthermore, this signaling axis was not fully activated in the IR hearts or HR cells with upregulated APLNR (i.e., AKT was activated, but not PI3K and mTOR). In contrast, hearts or cells with APLNR inhibition, either through the use of an antagonist (ML221-treated IR hearts) or elevated n-3 PUFA levels (e.g., in *fat-1* IR hearts or EPA-treated HR cells), exhibited synchronized phosphorylation of PI3K, AKT, and mTOR. In protected post-IR hearts, this synchronized activation was associated with changes in myofilament phosphorylation, whereas in protected HR cells, this synchronized activation was associated with improved morphology. Therefore, EPA plays a pivotal role in APLNR inhibition-induced cardioprotection under ischemic conditions.

### Myofilament phosphorylation responds to ALPNR inhibition under IR conditions

In our previous studies, we have demonstrated that the phosphorylation state of myofilaments is sensitive to various stress stimuli in experimental models of mice, pigs, or monkeys, including conditions such as IR, cardioplegia, pressure overload, and a high-fat, high-sugar diet (Yang and Pyle, 2011; Yang and Pyle, 2012; Li et al., 2020; Tan et al., 2021; Zheng et al., 2021). In this study, we have discovered that cardioprotection conferred by endogenous n-3 PUFAs is associated with increased phosphorylation of cTnI, cTnT, and MLC2 in post-IR hearts. These findings align with our previous results, which demonstrated that cardioprotection induced by endogenous n-3 PUFAs is associated with increased or restored phosphorylation of cTnI and several other myofibril proteins under stressful conditions (Li et al., 2022c). Moreover, APLNR inhibition, achieved through the use of the antagonist ML221, influenced the phosphorylation profiles of myofilaments, including increases in the phosphorylation of cTnT and MLC2. Consequently, we investigated how intracellular phosphorylation signaling, mediated by this GPCR, operates in n-3 PUFA-protected IR hearts.

PKC and p38 MAPK are direct regulators of myofilament phosphorylation. PKC translocates and phosphorylates myofilaments upon activation, leading to changes in contractility in an isoform-dependent manner (Steinberg, 2008). Conversely, myofilament phosphorylation targeted by p38 MAPK reduces myofibril contractility (Vahebi et al., 2007), and there are limited insights into the regulation of mTOR on myofilament phosphorylation. Considering that mTOR activation is associated with alterations in cardiac contractility during various physiological and pathological events, it is plausible that mTOR signaling may also impact myofilament phosphorylation. However, this hypothesis requires further confirmation. Moreover, there is cross-talk among these three pathways in ischemic hearts. For instance, Heidkamp et al. reported that the translocation of PKCε and PKCδ leads to the activation of MAPKs (Erk, JNK, or p38 MAPK) (Heidkamp et al., 2001). Additionally, evidence suggests that PI3K is upstream of PKC in ischemic preconditioned hearts (Tong et al., 2000). Further investigation of the interaction of these three pathways will help to understand the regulatory mechanism of apelin/APLNR under IR conditions.

In conclusion, elevated levels of endogenous n-3 PUFAs suppress the increase in APLNR expression induced by IR injury in mouse hearts. APLNR inhibition via ML221 treatment protects myocardial tissues and contractile function in IR hearts by activating the PI3K-AKT-mTOR signaling pathway. To the best of our knowledge, this study is the first to provide mechanistic insights into the role of APLNR inhibition in myocardial IR injury.

## Limitation

This study revealed the cardioprotective effect of inhibition of APLNR in IR injury. However, whether the inhibition of this receptor will enable IR hearts to resist chronic maladaptive remodeling remains to be determined. When developing therapeutics targeting the apelin/APLNR system, further evaluation of APLNR function under pathological conditions such as ventricular pressure overload and myocardial IR is warranted. Although we verified that some signaling pathways/networks are regulated by n-3 PUFAs via ALPNR, our data are limited. As shown in the transcriptomic analysis, complex signaling networks and biological processes are targeted by n-3 PUFAs. Besides, the conclusion of this study are mainly derived from *ex vivo* models; therefore, further *in vivo* and *in vitro* verification remains warranted regarding the signaling regulation and altered biological processes attributed to n-3 PUFAs via APLNR inhibition.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE223343 (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

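Gene expression was measured by RNA-seq in the myocardium of 20 isolated mouse hearts: 5 each of WT-Con, WT-IR, Fat1-Con and Fat1-IR. The authors extracted RNA with TRIzol, made NEBNext Ultra libraries and sequenced them on the HiSeq platform. Reads were filtered and mapped, and the sample descriptions name HISAT2, featureCounts and the build mm10, whose versions are not given in the sources used here. The file analysed holds the authors' FPKM for each heart. The annotation release behind it is not stated in the paper's text or the sample descriptions.

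The unit was checked on the values. FPKM times the exon length of GENCODE M21 is a whole number of fragments in every library for 30746 of 31217 genes (98.5%), with a tolerance of 0.02 and for values under 1000 fragments, and 657 IDs are not in that annotation. This gives 15626846 to 25993336 fragments assigned to genes per library (median 19526069). Names, coordinates and chromosomes come from the same annotation, and where the name of a list member differs there the older symbol was used (Ddx58 for Rigi). Of 532 list members, 526 are in the file.

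Values were taken as log2(FPKM + 0.1), and 18219 genes with a mean FPKM of at least 0.1 were kept, while 13655 were below that. limma 3.58.1 in R 4.3.3 fitted the means of the 4 groups with a trend of variance on expression, two-sided tests and the Benjamini-Hochberg adjustment over the genes tested. The comparisons were WT-IR with WT-Con, Fat1-IR with Fat1-Con, Fat1-Con with WT-Con, Fat1-IR with WT-IR, and the interaction of genotype and IR. Calls needed an adjusted p under 0.05 and a fold change over 1.5, and over 2 for the Venn analysis, as the paper states. For Aplnr an exact two-sided permutation test over all 252 splits of 10 hearts was added, and Fisher's exact test was used for chromosomes. Tables were prepared and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

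Of 30 lists of genes, the lists with at least 5 tested members were tested with camera at a correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison, and with fry, which asks whether a list's genes move one way without comparing them with other genes. Members were counted at the thresholds above over all genes, and adjusted over the list alone. Named in the text are, for each comparison, the 8 upregulated and 8 downregulated genes with the smallest adjusted p whose groups do not overlap (no such condition for the interaction), genes that the paper names in its text, in Figure 2I, in Figure 3M or among the control hearts of Table S1, whose values in that table had been seen, and at most 4 members of each list and comparison with the smallest p. The genes of the Venn overlaps under single alternatives were named after their values were seen. The comparisons, tests, gene lists, the rule for naming genes and the alternatives listed next were fixed before the data were examined. Table S1, made from these same hearts, had been read by then, and the test of chromosome 12 was chosen from its symbols. Lists not marked as holding genes of Table S1 can hold some too, such as Id1 in BMP signaling and Dedd2 in extrinsic apoptosis.

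The alternatives were pseudocounts of 0.01 and 1, no filter or a mean FPKM of at least 1, median-of-ratios and TPM scaling, fits of each pair of groups alone, replicate number as a block, limma without the trend, array weights, protein-coding genes only, fold thresholds of 2 or none (1.5 for the Venn analysis), and leaving out each heart in turn. Added after seeing the data were limma's voom on the fragments read back, and a fit without WT-Con 5, Fat1-IR 1 and Fat1-IR 4. The steps were tested on simulated data made from the same libraries. Of planted changes in WT-IR against WT-Con, 15.9% were recovered at a fold of 1.5, 50.8% at 2 and 73.0% at 4, with 7 false calls among 17720 genes. In Fat1-IR against WT-IR these were 16.4%, 59.7% and 81.8%, with 9 false calls. A planted list was found as 1 of 26 lists, and 0 of 26 were found where none was planted. The simulated genes varied independently, so this cannot show how often camera passes lists whose genes vary together. In other splits of the real WT-IR and Fat1-IR hearts, up to 18 lists passed at the preset correlation. Protein, phosphorylation, function and cell culture data are not analysed here.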

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

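In this part, the tests that weigh explanations and the splits of the hearts were chosen only after the result they bear on had been seen. The list tests by camera, the interaction of genotype and IR, and the search for single hearts far from their group were set before. So were the alternatives, apart from the fit without the 3 libraries that stand apart.

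Genes of chromosome 12 made up 42.9% of those that differed between the genotypes, 16.2% with array weights, 16.7% without the 3 libraries that stand apart, 20.0% without WT-Con 5, 64.7% without Fat1-IR 5 and 66.7% without WT-IR 5. Other groupings, with genotype labels permuted within treatment, argue against chance, since among the 21 genes of smallest p in each grouping 10 were on chromosome 12 in the real one and at most 4 in the others (1 of 100 groupings, the real one, as large). An effect of n-3 PUFAs that needs IR is argued against for the group: of the 8 chromosome 12 genes called after IR, 8 had the same direction and 6 an unadjusted p under 0.05 in control hearts, with Fam84a and Gpr22 as exceptions. What stays open is that variants linked to the transgene differ between the groups there, which the median log2 difference of 1.42 in control hearts (1.87 after IR) may reflect, as a hypothesis found and tested on the same data. An effect of n-3 PUFAs that does not need IR was not tested, and neither the parents' strains nor the insertion site is in the data.

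Interferon-stimulated genes, which the paper does not discuss, had a median log2 change of -1.02 in *fat-1* hearts and -0.85 in WT hearts after IR. Scaling between libraries is argued against, since the median nearer 0 of both genotypes was -0.86 after median-of-ratios scaling, and so are the libraries that stand apart, since it was -0.74 without them. Fewer macrophages or lymphocytes in the tissue stay open. The 20 macrophage markers had a median of 0.38 in WT hearts (camera, adjusted p = 8.56e-05, and adjusted p = 0.118 with an estimated correlation). In *fat-1* hearts their median was 0.22 (camera, adjusted p = 0.196). But of these markers Adgre1 was at -0.57 in *fat-1* hearts (adjusted p = 0.0261). Timd4, a gene of resident macrophages outside that list, was at -0.71 in WT hearts (adjusted p = 0.0089) and -0.77 in *fat-1* hearts (adjusted p = 0.00662). Both genes were named after their values were seen. The median of lymphocyte markers was 0.44 in WT hearts (camera, adjusted p = 0.668). In *fat-1* hearts it was 1.31 (camera, adjusted p = 0.104), and -0.19 without the libraries that stand apart (adjusted p = 0.747). A fall caused by ischemia stays open too, as does a rise during the continuous perfusion of control hearts, which was not tested because no heart was taken before perfusion.

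Aplnr was lower in Fat1-IR than in WT-IR without passing the test over all genes. A smaller endothelial share of the tissue is argued against as the whole difference, provided that Aplnr follows the mean of the endothelial markers. This mean differed by -0.199, and -1.04 of -1.24 was left after subtracting it (exact permutation test, two-sided, p = 0.0476). The paper chose Aplnr by its change in these same hearts, so this p-value is not independent evidence. Whether Aplnr follows these markers was not tested. The libraries that stand apart are argued against too, since the difference of Aplnr was -1.21 without them. Chance values of the shared WT-IR hearts cannot be told apart from a lower response in *fat-1* hearts: with these hearts divided between the comparisons, Aplnr was lower in Fat1-IR in all 20 divisions, with differences from -1.85 to -0.55, and what keeps this open is that the value nearest 0 is less than 0.5 times the difference found. An effect of n-3 PUFAs on the gene stays open.

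Macrophage markers, a list outside the processes the paper discusses, differed by -0.52 between Fat1-IR and WT-IR.

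Whether chance can be excluded was asked by 100 splits of the hearts, where it counts as excluded if fewer than 5 splits, the real one included, are as large. For the number of genes called it was excluded in WT hearts (583 against at most 177 in other splits, 1 split, the real one, as large), in *fat-1* hearts (364 against 3, 1 split), in control hearts (5 against 2, 1 split) and in IR hearts (19 against 2, 1 split), but not for the interaction (1 against 2, 12 groupings). For the number of lists past camera, few splits were as large in control hearts (3 splits, 10 lists against up to 11 in another split) and for the interaction (2 groupings, 16 against 16), so that chance is excluded by this count alone while another split reached the number found, and no list of either passed with an estimated correlation. It was not excluded in WT hearts (14 against 15, 9 splits), *fat-1* hearts (11 against 17, 15 splits) or IR hearts (11 against 18, 28 splits).

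The response to IR differed between the genotypes for Nle1 (interaction 1.63) and, by camera at the preset correlation, for 16 lists, none of which passed with an estimated correlation. Their median log2 interactions follow, with those values in parentheses where leaving out 1 heart, or the 3 libraries WT-Con 5, Fat1-IR 1 and Fat1-IR 4 (a setting chosen after seeing the data), moved the median by over 1.5 times or lost the call. They were 0.61 for heat shock chaperones (0.37 without the 3 libraries), 0.57 for immediate-early genes, -0.085 for interferon-stimulated genes (-0.14 without WT-Con 2, -0.13 without WT-Con 4, -0.23 without WT-Con 5, -0.039 without WT-IR 4, -0.17 without WT-IR 5, -0.20 without Fat1-Con 4, -0.14 without Fat1-IR 1, -0.31 without the 3 libraries; not past camera at -0.039 without WT-Con 1, 0.15 without WT-Con 3, -0.034 without WT-IR 1, 0.014 without WT-IR 3, -0.059 without Fat1-Con 1, 0.0080 without Fat1-Con 3, -0.049 without Fat1-Con 5, -0.083 without Fat1-IR 2, -0.027 without Fat1-IR 3, -0.063 without Fat1-IR 4), 0.47 for inflammatory cytokines and NF-kB targets (0.27 without WT-IR 5), 0.35 for the unfolded protein response (0.53 without WT-Con 2, 0.19 without Fat1-IR 1; not past camera at -0.049 without the 3 libraries), 0.21 for glycolysis (0.14 without Fat1-IR 1, 0.070 without the 3 libraries), 0.37 for oxidative phosphorylation (0.14 without WT-Con 5, 0.074 without the 3 libraries), -0.72 for mitochondrially encoded mRNAs (-0.42 without WT-Con 5; not past camera at -0.32 without Fat1-IR 1, -0.039 without the 3 libraries) and 0.39 for the kinases and myofilament proteins that the paper measured (not past camera at 0.14 without WT-Con 5, 0.35 without WT-IR 5, 0.37 without Fat1-Con 2, 0.039 without the 3 libraries). For cell types they were 0.31 for cardiomyocytes (0.18 without Fat1-IR 1, 0.052 without the 3 libraries; not past camera at 0.14 without WT-Con 5, 0.29 without WT-IR 1, 0.26 without WT-IR 2, 0.29 without WT-IR 3, 0.30 without WT-IR 5, 0.29 without Fat1-Con 4, 0.30 without Fat1-Con 5, 0.32 without Fat1-IR 2, 0.35 without Fat1-IR 3, 0.30 without Fat1-IR 5), -0.19 for endothelium (-0.12 without WT-IR 5), -0.18 for fibroblasts (-0.11 without WT-Con 2, -0.091 without Fat1-IR 5; not past camera at -0.11 without WT-Con 1, -0.15 without WT-IR 2, -0.11 without WT-IR 3, -0.12 without Fat1-Con 5, -0.12 without Fat1-IR 4), -0.27 for smooth muscle and pericytes (-0.15 without WT-Con 5; not past camera at -0.22 without WT-IR 2, -0.24 without Fat1-IR 1, -0.26 without Fat1-IR 4, -0.086 without the 3 libraries), -0.18 for macrophages (-0.32 without the 3 libraries; not past camera at -0.11 without WT-Con 3, -0.11 without Fat1-Con 5), 1.68 for adipocytes (0.77 without the 3 libraries) and 0.36 for mesothelium and epicardium (0.18 without Fat1-IR 1, 0.11 without the 3 libraries; not past camera at 0.33 without WT-Con 1, 0.37 without WT-Con 3, 0.34 without WT-Con 4, 0.22 without WT-Con 5, 0.15 without WT-IR 1, 0.25 without WT-IR 4, 0.30 without Fat1-Con 1, 0.30 without Fat1-Con 3, 0.37 without Fat1-IR 4, 0.32 without Fat1-IR 5).

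Single hearts far from the others of their group were found with Dixon's ratio, the gap to the nearest heart divided by the range. Chance gives this in about 1 in 20 groups. It occurred in 5 of 20 groups for library measures, 18 of 116 for list means and 10 of 181 for genes, most often in WT-Con 5 (6), Fat1-IR 1 (5), WT-IR 4 (5) and Fat1-IR 4 (4). Among library measures it was 0.772 for the fragments of Fat1-IR (heart 5 high), 0.877 and 0.750 for the mitochondrial percentage of WT-Con (heart 5 low) and Fat1-IR (heart 1 low), and 0.888 and 0.770 for the first principal component of the same hearts (high).

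Among list means, the ratio was 0.866 and 0.929 for oxidative phosphorylation (WT-Con 5 and Fat1-IR 1 high), 0.853 and 0.729 for mitochondrially encoded mRNAs (the same hearts low), and 0.838, 0.899 and 0.853 for cardiomyocyte markers (WT-Con 5, WT-IR 4 and Fat1-IR 1 high). It was 0.752 for endothelial markers (WT-IR 4 low), 0.714 and 0.803 for BMP signaling (WT-IR 4 low, Fat1-Con 4 high), 0.914 and 0.891 for lymphocyte markers (WT-Con 1 and Fat1-IR 4 high) and 0.817 for neutrophil markers (Fat1-IR 4 high). It was 0.728 for fatty acid oxidation (WT-IR 5 low), 0.748 for extrinsic apoptosis (Fat1-Con 2 high), 0.843 for the PI3K-AKT-mTOR pathway (Fat1-IR 4 high), and 0.823 and 0.720 for kinases and myofilament proteins (WT-IR 3 high, Fat1-IR 5 low).

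Among genes, it was 0.788 for Aplnr in Fat1-Con (heart 4 low), 0.784 for Prkd2 in WT-IR (heart 4 low), 0.811 for Icosl in Fat1-Con (heart 1 low), 0.802 for Sema7a in WT-Con (heart 5 low), 0.724 for Pqlc3 in WT-Con (heart 1 low), 0.749 for Zfp125 in WT-IR (heart 2 high), 0.853 for Colec11 in WT-IR (heart 1 low) and 0.801 for Pgam1 in Fat1-IR (heart 4 high). For Gm48565 it was 0.791 in WT-IR (heart 4 at 0) and 1 in Fat1-Con, where all hearts but heart 2 were listed at 0.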

How the results depend on the processing

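The settings without WT-Con 5, Fat1-IR 1 and Fat1-IR 4 and with voom were chosen only after the results had been seen. Of 130 results for lists, 62 were called, 28 of these in every one of 32 settings, and 12 values reversed. Of 694 results for named genes, 108 were called, 70 of these in every setting, and 0 reversed. Aplnr kept its direction and its side of the threshold in the 4 comparisons and the interaction in every setting. A voom fit had been set before the data were examined for the case that the file gave gene lengths, which it does not, and the voom fit with GENCODE M21 lengths is the one added afterwards. It called 375 and 233 genes in WT hearts and 16 and 7 between the IR groups. TPM scaling moved the median of all genes to 0.13 in *fat-1* hearts and 0.11 between the IR groups. Replicate numbers do not pair the hearts, with correlations of residuals between -0.14 and 0.06, and with them as a block 339 and 196 genes were called in WT hearts, 231 and 118 in *fat-1* hearts, and 9 and 8 between the IR groups. In simulated data with 5 hearts per group, most changes planted at a fold of 1.5 were not called. A call itself needs an estimated fold over 1.5, so many of these had to be missed, and neither depth nor the number of hearts was varied. Values near 0.1 FPKM depend on the pseudocount.

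In the following the cause was not tested, except that fold thresholds and protein-coding genes alone change the genes counted by their construction. WT upregulated genes were 188 with a pseudocount of 1, 214 with TPM scaling, 138 with fits of pairs, 642 with array weights, 575 without the 3 libraries and 162 at a fold over 2, and downregulated genes were 66 with fits of pairs, 351 with array weights, 349 without the 3 libraries and 112 at a fold over 2. In *fat-1* hearts there were 428 up and 317 down with array weights, 148 and 68 at a fold over 2, and 234 down without the 3 libraries. Between control groups, 8 were higher with array weights and 2 lower with fits of pairs. Between the IR groups, higher genes were 6 with TPM scaling, 6 with fits of pairs, 22 with array weights and 7 of the protein-coding genes, and lower genes were 4 with a pseudocount of 0.01, 3 with TPM scaling, 5 with fits of pairs, 4 without trend, 32 with array weights, 30 without the 3 libraries, 5 at a fold over 2 and 5 of the protein-coding genes. Higher genes made up 63.0% of the calls in WT hearts and 50.8% with TPM scaling, 64.8% in *fat-1* hearts and 48.0% without the 3 libraries (216 up and 234 down), and 57.9% of those between the IR groups, 47.6% with a pseudocount of 1, 40.7% with array weights and 33.3% without the 3 libraries. The interaction had 0 higher genes with median-of-ratios scaling, with the replicate block and without the 3 libraries. Genes up in WT hearts and lower in Fat1-IR were 1 with no filter, 3 with array weights, 3 without the 3 libraries and 1 at a fold over 1.5, and genes down in WT hearts and higher in Fat1-IR were 1 with a pseudocount of 0.01, 1 with array weights and 1 without the 3 libraries. The correlation of both responses was 0.437 with a pseudocount of 1 and 0.480 with a mean FPKM of at least 1, a filter under which 6 lists passed camera between control groups.

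Leaving out 1 heart gave 253 to 437 up and 140 to 309 down in WT hearts, 161 to 391 up and 79 to 200 down in *fat-1* hearts, 4 to 6 higher and 1 to 2 lower between control groups, and 5 to 25 higher and 2 to 17 lower between the IR groups, with the lowest values without WT-IR 5 (WT and IR groups) or Fat1-Con 3 (*fat-1*) and the highest without WT-Con 5, apart from control groups. The interaction had 0 to 1 lower genes (1 without Fat1-Con 4), the overlap of genes up in WT hearts and lower in Fat1-IR held 0 to 1 (1 without WT-Con 5 or Fat1-IR 1), the opposite overlap 0 to 1 (1 without WT-Con 5 or Fat1-IR 5), and 7 to 15 lists passed camera between the IR groups, with 7 without WT-IR 5.

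Reversed medians of lists, with the cause not tested, were heat shock in WT hearts (-0.019 with TPM scaling, -0.0037 without WT-IR 1, up to 0.163 without WT-Con 5), immediate-early genes in WT hearts (-0.045 without WT-IR 1, up to 0.411 without WT-IR 4), mitochondrially encoded mRNAs in *fat-1* hearts (0.097 without the 3 libraries) and between the IR groups (0.019 without the 3 libraries), and the unfolded protein response between the IR groups (-0.048 with array weights, -0.065 without the 3 libraries) and in the interaction (-0.049 without the 3 libraries). The interaction of interferon-stimulated genes was 0.024 with TPM scaling, 0.146 without WT-Con 3, 0.014 without WT-IR 3 and 0.008 without Fat1-Con 3, and down to -0.229 without WT-Con 5.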

Differences from the paper's values

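No test was added in this part, and the fit without WT-Con 5, Fat1-IR 1 and Fat1-IR 4 was chosen only after the values had been seen. The paper gives 415 upregulated genes in Fat1-IR compared with Fat1-Con, and 236 were called here. Of 33 alternatives set before the data were examined, fits of pairs (280), array weights (428) and leaving out WT-Con 5 (391) came within 1.5 times the paper's value, and the others, of which the lowest was 148, did not. The paper gives 272 downregulated genes, and 128 were called here. Array weights (317) and leaving out WT-Con 5 (200) came within that range and the other 31 alternatives, of which the lowest was 68, did not. The fit without the 3 libraries, chosen after seeing the values, gave 234 downregulated genes.

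For Fat1-IR compared with WT-IR the paper gives 26 upregulated and 22 downregulated genes, and 11 and 8 were called here. Of the upregulated counts, array weights (22), leaving out WT-Con 5 (25) and leaving out WT-IR 1 came within 1.5 times the paper's value, and the other 30 of 33, of which the lowest was 5, did not. Of the downregulated counts, array weights (32) and leaving out WT-Con 5 (17) did, and the other 31, of which the lowest was 2, did not. The fit without the 3 libraries, chosen after seeing the values, gave 15 and 30. WT-Con 5 is in none of the groups that these counts compare, so leaving it out changed only the spread shared in the fit. The thresholds are those of the paper, but its text does not name the test behind its calls, so a difference in test or input stays open as a cause.

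The paper's Venn diagram holds about 1 gene (Fig. 3M, read by eye) that is up by IR in WT hearts and lower in Fat1-IR, which the paper names as the apelin receptor gene, and 0 were found here. Of 31 alternatives, no filter (Gm45509), leaving out WT-Con 5 (Gm42892), leaving out Fat1-IR 1 (ENSMUSG00000119049) and a fold over 1.5 (Pgam1) gave 1 gene, which was not Aplnr, array weights gave 3 genes without Aplnr, and the others gave 0. These genes were named after their values were seen. No setting called Aplnr between the IR groups, with adjusted p between 0.138 and 0.787. All settings were limma fits on FPKM or on the fragments read back, and the authors' own counts were not available. Whether another test would call the gene was not tested. The paper's log2 fold change of Aplnr there is -1.34, and -1.24 was found here, with the same direction and a difference below the residual SD. In WT hearts the paper's value is 2.29 and 2.18 was found, and Aplnr was upregulated there in both.

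For 5 log2 fold changes of Table S1 the values differ by more than the gene's residual SD in the fit. The paper gives 2.84 for Ceacam2 in Fat1-IR compared with Fat1-Con, where 1.83 was found, and 2.54 in Fat1-IR compared with WT-IR, where 1.73 was found. In both, a pseudocount of 0.01 and TPM scaling came within that SD and the other 27 of 29 alternatives did not (over all 29, 0.48 to 2.95 and 0.46 to 2.91). For Fat1-IR compared with WT-IR the paper gives 2.47 for Snhg11, -3.93 for Capn11 and -3.66 for Zfp125, where 1.10, -1.39 and -2.34 were found. For each of these a pseudocount of 0.01 came within that SD and the other 28 of 29 alternatives did not (over all 29, 0.25 to 2.08, -3.28 to -0.29, and -4.02 to -0.63). In WT-IR, Ceacam2 lay at 0.0872 FPKM, Snhg11 at 0.0459 and Capn11 at 0.262.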

Other observations

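The tests in this part were set before the data were examined, and which lists and genes to print was chosen only after the results had been seen. Of 18 genes of the unfolded protein response, after IR in WT hearts Trib3, a pseudokinase (log2 fold change -1.26, adjusted p = 0.00619), Chac1, which breaks down glutathione (log2 fold change -1.20, adjusted p = 0.00103), and Asns, the asparagine synthetase (log2 fold change -1.38, adjusted p = 0.0211, lost in 4 of 32 settings), fell and 15 did not pass limma's test (3 fell when adjusted over the list alone). The median of this list was 0.10 and its mean -0.13 (camera, adjusted p = 0.115). In *fat-1* hearts no member was called, 2 were higher and 2 lower at an unadjusted p under 0.05, and the median was 0.34 (camera, adjusted p = 0.217). G0s2, the inhibitor of triglyceride breakdown, rose from 3.82 ± 3.21 to 23.1 ± 14.7 FPKM in WT hearts (log2 fold change 2.74, adjusted p = 0.000706), while the other 25 genes of fatty acid oxidation and PPAR targets did not pass the test and the median of the list was -0.20 (camera, adjusted p = 0.00114, and adjusted p = 0.425 with an estimated correlation). In *fat-1* hearts the median of this list was -0.05 (camera, adjusted p = 0.157) and between the IR groups 0.07 (camera, adjusted p = 0.341). P4ha1, a prolyl hydroxylase of collagen, rose in *fat-1* hearts (log2 fold change 1.03, adjusted p = 0.00163) as 1 of 18 hypoxia-inducible genes (1 when adjusted over the list alone; camera, adjusted p = 0.0167, and adjusted p = 0.336 with an estimated correlation), and its interaction was 0.70 (adjusted p = 0.831). The hypoxia list had a median of 0.18 in WT hearts (camera, adjusted p = 0.345). Rgs4, which switches off G protein signaling, rose in WT (log2 fold change 0.76) and *fat-1* hearts (0.93) as 1 of 19 negative regulators of GPCR signaling in each, where camera gave adjusted p = 0.000643 and 0.0052, and adjusted p = 0.118 and 0.273 with an estimated correlation. In extrinsic apoptosis, Cflar, an inhibitor of caspase 8 activation, fell in WT hearts (log2 fold change -0.68, adjusted p = 0.0267, lost in 6 of 32 settings; camera, adjusted p = 0.839), and in *fat-1* hearts the death ligand Tnfsf10 fell (log2 fold change -1.31, adjusted p = 0.00211) and Dedd2 rose (log2 fold change 0.80, adjusted p = 0.00652; camera, adjusted p = 0.463). The median of extrinsic apoptosis in WT hearts was 0.12 while camera pointed down. The interactions of these 3 genes, and those of Trib3, Chac1, Asns, G0s2, Tcf21, Nr2f2, Prkcd and Pgam1, did not pass the test.

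In WT hearts, 16 of 17 cardiomyocyte markers were lower after IR (median -0.23; camera, adjusted p = 0.00353, and adjusted p = 0.425 with an estimated correlation), 13 of 13 fibroblast markers were higher with Tcf21 called (log2 fold change 0.72, adjusted p = 0.025, lost in 9 of 32 settings; camera, adjusted p = 1.25e-06, and adjusted p = 0.118 with an estimated correlation), and 11 of 11 markers of smooth muscle and pericytes were higher with none called by limma and 4 at an unadjusted p under 0.05 (camera, adjusted p = 0.00184, and adjusted p = 0.118 with an estimated correlation). The median of cardiomyocyte markers was -0.10 and not past camera without WT-Con 5, Fat1-IR 1 and Fat1-IR 4. Nr2f2, an atrial transcription factor that venous endothelium also expresses, rose as 1 of 9 atrial markers (log2 fold change 0.80, adjusted p = 0.0302, lost in 11 of 31 settings; camera, adjusted p = 0.53). In *fat-1* hearts the medians were 0.12 for cardiomyocytes (camera pointing down, adjusted p = 0.574), 0.31 for fibroblasts (adjusted p = 0.0154, and adjusted p = 0.519 with an estimated correlation), 0.17 for smooth muscle (adjusted p = 0.482) and 0.39 for atrial markers (adjusted p = 0.787). Lymphocyte markers had a median of 0.44 in WT hearts (adjusted p = 0.668) and 1.31 in *fat-1* hearts (adjusted p = 0.104), which was -0.19 without the 3 libraries. Mesothelial and epicardial markers had 0.21, with a mean of 0.03 and camera pointing down (adjusted p = 0.897), and 0.57 (adjusted p = 0.0703). The neutrophil genes S100a9, Csf3r and Mmp9 and the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt did not pass limma's test in any comparison.

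Among other lists that passed camera at the preset correlation and not with an estimated one, WT hearts had oxidative phosphorylation, with all 30 genes lower, none called and none at an unadjusted p under 0.05 (median -0.22; camera, adjusted p = 1.93e-05, and adjusted p = 0.525 with an estimated correlation), and glycolysis (median -0.13; adjusted p = 0.0187, and adjusted p = 0.525 with an estimated correlation), in which Pgam1 rose (log2 fold change 0.78, adjusted p = 0.0113). Neither list passed without WT-Con 5. The IR groups differed in immediate-early genes (median 0.37; adjusted p = 4.6e-06, and adjusted p = 0.604 with an estimated correlation), which did not pass without WT-IR 4, inflammatory cytokines and NF-kB targets (0.23; adjusted p = 0.000464, and adjusted p = 0.627 with an estimated correlation), which did not pass without WT-IR 4 or without WT-IR 5, adipocyte markers (1.13; adjusted p = 0.00544, and adjusted p = 0.604 with an estimated correlation), which did not pass without Fat1-IR 1 or without Fat1-IR 5, and smooth muscle and pericyte markers (-0.18; adjusted p = 0.0103, and adjusted p = 0.148 with an estimated correlation), lost in 5 of 32 settings. Between the control groups, interferon-stimulated genes had a median of 0.26 (adjusted p = 0.000127, and adjusted p = 0.796 with an estimated correlation) and did not pass without WT-Con 3.

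Of 8 kinases and myofilament proteins that the paper measured as protein in other samples, Prkcd, the gene of PKCδ, fell after IR in WT hearts (log2 fold change -0.61, adjusted p = 0.00713) and lost its call in 5 of 32 settings, such as without WT-Con 5, while the paper states that its protein rose. In WT hearts Prkce, the gene of PKCε, had -0.36 (adjusted p = 0.114), and the list had a median of -0.21 (camera, adjusted p = 0.105). None of 21 genes of the PI3K-AKT-mTOR pathway was called by limma in any comparison, with 2 lower in WT hearts and 1 in *fat-1* hearts at an unadjusted p under 0.05. Their medians were -0.04 in WT hearts, with a mean of 0.01 (camera pointing down, adjusted p = 0.346), -0.10 in *fat-1* hearts (adjusted p = 0.0251, and adjusted p = 0.655 with an estimated correlation) and 0.05 between the IR groups (camera pointing down, adjusted p = 0.835). Oxidative stress and metallothionein genes had -0.12 in WT hearts (adjusted p = 0.103), 0.07 in *fat-1* hearts (camera pointing down, adjusted p = 0.955) and 0.18 between the IR groups (adjusted p = 0.0455, and adjusted p = 0.48 with an estimated correlation). Circadian clock genes had 0.13 (adjusted p = 0.904) and 0.03 (camera pointing down, adjusted p = 0.787) after IR. No oxidative stress or circadian gene was called by limma after IR, where 3 and 1 in WT hearts and 6 and 0 in *fat-1* hearts had an unadjusted p under 0.05. The 4 genes of the Y chromosome tested, Ddx3y, Eif2s3y, Kdm5d and Uty, did not pass the test in any comparison. The *fat-1* transgene is not in the mouse annotation, so the genotype was not checked by its own transcript.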
